# Ketamine induces apical extracellular matrix modifications in *Caenorhabditis elegans*

**DOI:** 10.1038/s41598-022-24632-5

**Published:** 2022-12-21

**Authors:** Duygu Yücel

**Keywords:** Neuroscience, Genetics, Developmental biology, Experimental organisms

## Abstract

Ketamine is a widely used anesthetic agent since 1960s and has recently been exploited for its rapid antidepressant action at subanesthetic doses. It has been demonstrated that ketamine induces alterations in extracellular matrix (ECM) in rodent models which in part plays a role in its anti-depressant action. The nematode *Caenorhabditis elegans* serves as a powerful tool for understanding mechanisms of drug action with its short life cycle, genetic amenability and conserved cellular processes. Further investigation is required particularly in in vivo systems to gain broader understanding of ketamine’s actions. In this study, we aimed to decipher ketamine-mediated alterations using *C. elegans* as a model. We show that ketamine specifically induces apical extracellular matrix modifications (aECM) in the vulva and the cuticle. Ketamine treatment phenocopies neuronal migration and vulval invagination defects of chondroitin mutants despite wild-type like chondroitin staining pattern. Normal vulval expansion and defective vulval eversion phenotypes of ketamine-treated animals are suggestive of alterations in the network of aECM factors which do not impinge on chondroitin. Ketamine ameliorates impaired movement of a group of *roller* mutants characterised with collagen defects in the cuticle and RNA-seq identifies that 30% of the cuticular collagens are upregulated in response to ketamine. Ketamine alters aECM, neuronal migration and collagen expression in *C. elegans*. We propose *C. elegans* as a putative animal model to investigate ketamine-mediated ECM modifications.

## Introduction

Ketamine is a widely used anesthetic agent since 1960s and has recently been exploited for its rapid antidepressant action^1–3^. N-methyl-d-aspartate (NMDA) receptor blockade is the underlying mechanism for anesthetic action of ketamine, however how ketamine exerts its antidepressant effect is complex and still not clear. Increased synaptogenesis after low-dose ketamine treatment via modulation of extracellular matrix (ECM) has been proposed as one of the mechanisms of ketamine’s antidepressant action which is sustained long after the drug is metabolised^4,5^. It has been previously demonstrated that ketamine induces epithelial phenotypic changes (EPC) and alterations in ECM in animal and cell line models^5–10^. The nematode* Caenorhabditis elegans* serves as a powerful tool for understanding mechanisms of drug action with its short life cycle, genetic amenability and conserved cellular processes. *C. elegans* has a simple anatomy and fully characterised, invariant cell lineage. A wild-type animal has 959 somatic cells which are traceable from zygote to adult stage. The transparent body of *C. elegans* consists of wide variety of epithelial tubes despite only 959 somatic cells. The tubular structures such as cuticle and the vulva are lined with extracellular matrices composed of collagens, lipids, chondroitin and heparan glycosaminoglycans (GAG) some of which are shared with the mammalian ECM components^11^.

One of the widely investigated tissue in *C. elegans* is vulva which is generated via orchestration of mainly EGFR/Ras/MAPK and Notch signalling. The egg-laying apparatus vulva in the hermaphrodite *C. elegans* is comprised of 22 cells which are derived from epithelial precursor cells through three rounds of cell divisions within 5 h^12^. More than hundred mutants isolated through mutagenesis screens were identified on the basis of vulval lineage defects, and were broadly classified as being vulvaless (vul) and multivulva (muv)^12–15^. Vulval morphogenesis can also be disrupted without a cell lineage defect. One such vulval phenotype arises due to defective epithelial invagination causing a misshaped vulva with a squashed vulval lumen appearance termed as Sqv. Disruption of the chondroitin biosynthesis has been reported to account for formation of Sqv phenotype on the basis of *sqv* mutants carrying mutations in genes which encode components of chondroitin biosynthesis.

In this study, we aimed to decipher ketamine-mediated modifications using *C. elegans* as a model. We show that ketamine specifically induces apical extracellular matrix modifications (aECM) in the vulva and the cuticle. Ketamine treatment phenocopies neuronal migration and vulval invagination defects of chondroitin mutants despite wild-type like chondroitin staining pattern. Normal vulval expansion and defective vulval eversion phenotypes of ketamine-treated animals are suggestive of alterations in the network of aECM factors which do not impinge on chondroitin. Ketamine ameliorates impaired movement of a group of *roller* mutants characterised with collagen defects in the cuticle and RNA-seq identifies that 30% of the cuticular collagens are upregulated in response to ketamine. Our findings identify BLIMP-1/BLMP-1 as a putative novel molecular target for ECM modulatory effects of ketamine. We propose that ketamine modulates ECM components in part via orchestration of Wnt and TGF-beta signalling pathways and regulatory network of transcription factor BLMP-1.

## Results

### Ketamine-treated animals show stochastic development with slower feeding rate

*Caenorhabditis elegans* has a rapid life-cycle. After hatching, it becomes an egg-laying adult within 2.5 days at 25 °C. We have monitored control and ketamine-treated animals for 48–72 h. At the 54-h mark, all animals in the control plate were adults whereas only a small fraction of ketamine-treated animals could reach adulthood (Fig. 1a). As shown in Fig. 1b, at 54 h post-L1 stage, while 100% of the control plate (n = 652) contained egg-laying adults, only 18% ± 3.4 of the ketamine-treated animals reached adulthood (n = 598) (Two-way ANOVA, mean ± sem, Šídák's multiple comparisons test, *p* < 0.0001). At this stage, ketamine-treated plate contained 4% ± 0.6 of L2 stage, 15% ± 2.6 of L3, 27% ± 1.6 of L4 and 36% ± 1.2 of young adult animals. Given that ketamine works as an anesthetic, we tested whether developmental delay might be due to slow pharyngeal pumping rate. The pharynx of the worm works as a neuromuscular pump where proper pharyngeal movements are required for a normal feeding. Feeding quality can be measured as a read-out of pharyngeal pumping rate per minute (ppm). Feeding rate of ketamine-treated and no-treatment control animals were measured in young adults (Fig. 1C). The feeding rate in ketamine treated animals was 15% slower than the wild-type animals (Student’s t-test, unpaired, *p* = 0.0048). Although the difference was subtle it reached significance levels. In order to explore whether abnormalities caused by ketamine extends to reproduction process, the brood size was determined for control and ketamine treated animals. The average brood number in ketamine-treated animals decreased by 63% as compared to control animals (Fig. 1d).

**Figure 1:**
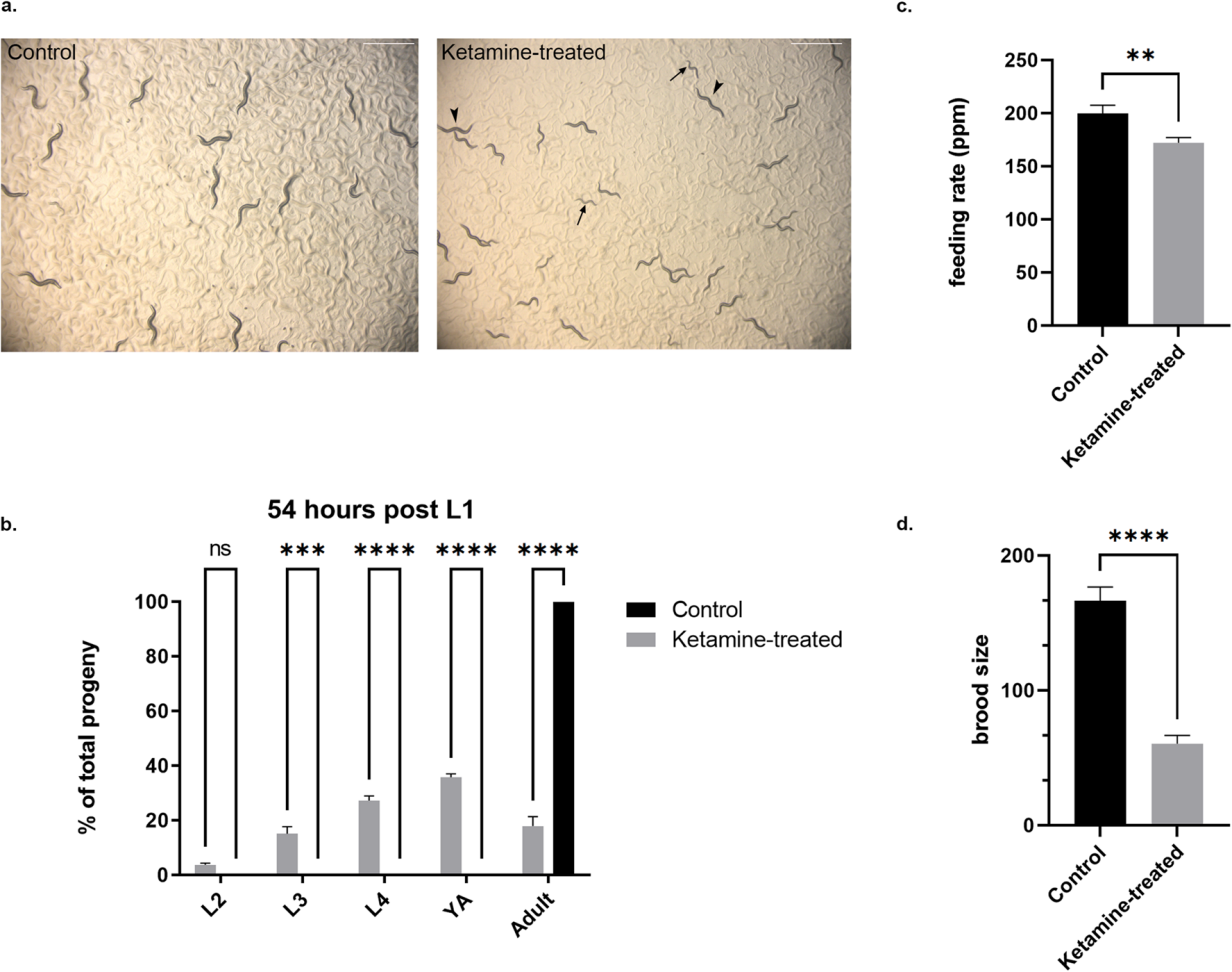
Ketamine-treated animals display stochastic development with slower pumping rate and reduced brood size (**a**) Control and ketamine-treated wild-type animals at 54 h post L1 is shown. In the control plate, all animals reach adulthood 54 h post L1 stage whereas in ketamine-treated plate mixed stage animals were observed as indicated with arrows showing L2 stage animals and arrowheads adults. Scale bar indicates 1 mm. (**b**) Worms grown in 2.5 mM ketamine (n = 1036) showed stochastic growth consisting of L2, L3, L4, young adult and egg-laying adult at 54 h post L1 whereas 100% of the control animals (n = 958) reached egg-laying adult stage. (Two-way ANOVA with Šídák's multiple comparisons test, mean ± sem, ***p < 0.001, ****p < 0.0001) (**c**) pharyngeal pumping rate per minute (ppm) was measured for control (n = 26) and ketamine-treated animals (n = 26), *p* = 0.0048. (Student’s *t*-test, unpaired, mean ± sem, ** *p* < 0.01) (**d**) The brood size of control (n = 30) and ketamine-treated animals (n = 25) were measured until egg-laying ceased. (Student’s *t*-test, unpaired, mean ± sem, ****p  < 0.0001).

### Ketamine disrupts vulval invagination without changing vulval cell fates

*Caenorhabditis elegans* vulva is a tube-like structure generated from Ras-dependent and Notch-dependent vulval precursor cells. In the final round of divisions, a group of vulval cells detach from the cuticle and starts to invaginate. The migration of specific subset of vulval cells from epithelial plane allows formation of vulval tube termed as lumen by creating an invagination space. Animals with defective vulval invagination has been reported to carry mutations in genes encoding for chondroitin synthesis^16,17^. In severe cases, this vulval phenotype can be identified with its narrow lumen at L4 stage. At adult stage, when the animals are filled with eggs, vulva protrudes abnormally^17^. Due to narrow or squashed appearance of the vulval lumen, this phenotype is termed as squashed vulva, shortly Sqv. We observed that ketamine treatment causes a partial collapse of the vulval invagination resulting in a Sqv phenotype at adult stage with a penetrance of 98% (n = 583 for control and n = 569 for ketamine-treated). (Fig. 2b). Wild-type animal’s vulva is shown in the control panel of Fig. 2a,c, at adult stage and L4 stage, respectively. In ketamine-treated animals, vulva protruded abnormally. The vulval extracellular space marked “lumen” in Fig. 2c,d, resembles a “Christmas tree” indicative of a mid-L4 stage^18^. The vulva lumen is filled with apical extracellular matrix structures composed of mainly chondroitin proteoglycans, ZP domain proteins and other glycoproteins which mediates luminal expansion and vulval eversion^19^. At L4 stage, ketamine-treated animals had a wild-type like vulval lumen (Fig. 2b,d). The Sqv phenotype was visible at adult stage. We further analysed the vulval integrity of ketamine-treated animals using *ajm-1::GFP* reporter which is an adherens junction marker expressed between the vulval toroids that are formed at L4 stage. Vulval toroids are formed through cell fusion and toroid structures identified in ketamine-treated animals were similar to control animals. In both control and ketamine-treated animals, seven vulval toroids were identified (Fig. 2e,f). There was no obvious vulval lumen or toroid morphogenesis defect in ketamine-treated animals.

**Figure 2:**
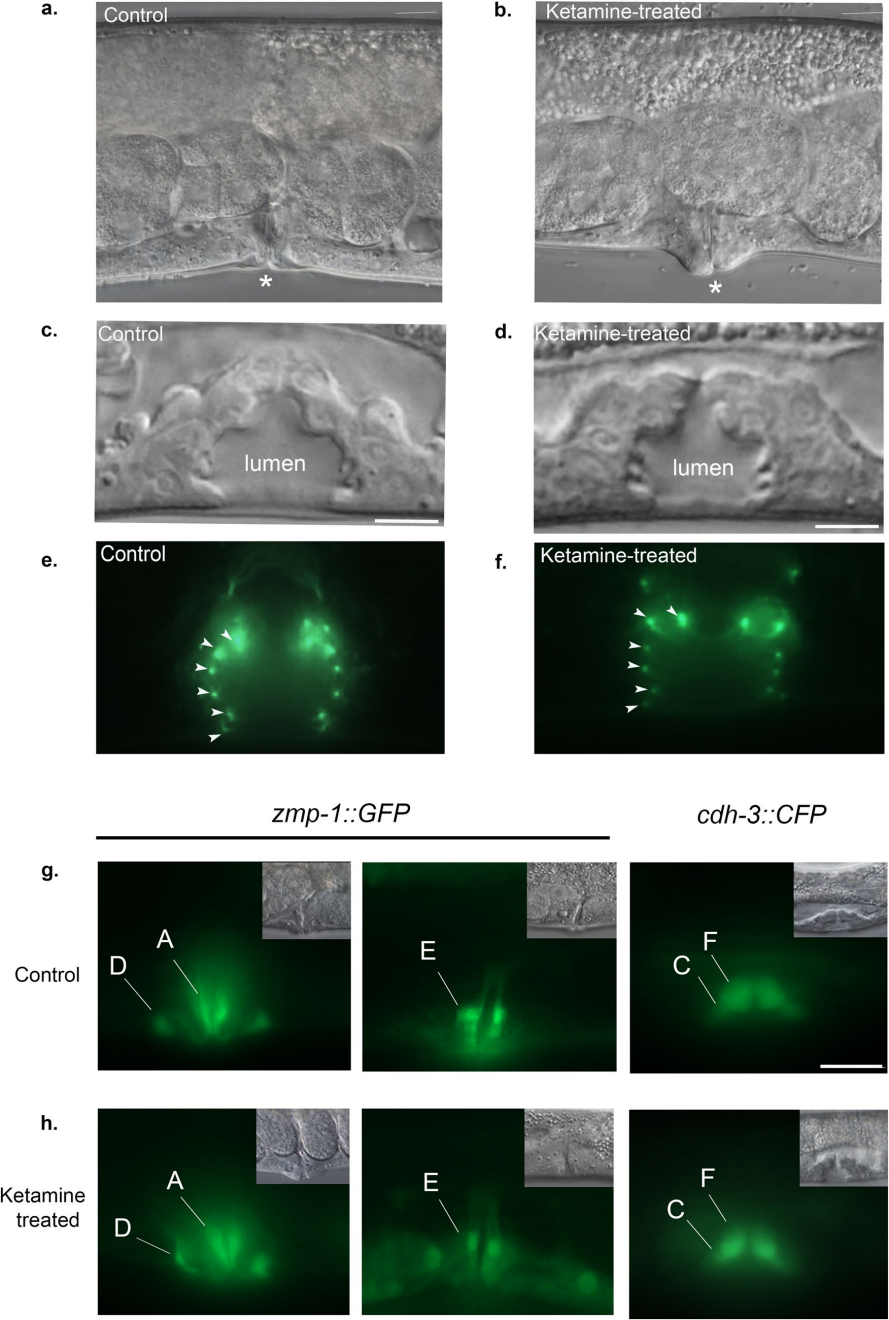
Ketamine disrupts vulval invagination without changing vulval cell fates (**a**) Control and (**b**) ketamine-treated animals at adult stage are depicted. The penetrance of Sqv phenotype is 98% (n = 583 for control and n = 569 for ketamine-treated). Vulva is marked with an asterisk. (**c**) Vulval toroids are assessed using *ajm-1::GFP* adherens junction marker. Nomarski images of animals at L4 stage are shown for control and (**d**) ketamine-treated animals. Vulval extracellular space is marked as “lumen”. (**e**) *ajm-1::GFP* marker is expressed between the toroid structures. Seven toroids were detected for both control and (**f**) ketamine-treated animals. Arrowheads indicate adherens junctions marked with GFP. Six out of seven toroids are visible in the focal plane. (**g**) Vulval cell fates were examined in control and in (**h**) ketamine-treated animals using *zmp-1::GFP* marker at adult stage and *cdh-3::CFP* marker at L4 stage. Ketamine-treated animals did not display cell fate specification defects. Vulval cells were intact in ketamine-treated animals. VulA, VulD and VulE were visualized using *zmp-1::GFP* marker. VulC and VulF were visualized using *cdh-3::CFP*. Scale bar indicates 10 μm for all panels. Anterior is to the left, dorsal is up.

We then examined vulval cell fate differentiation using vulval reporter markers *zmp-1::GFP* and *cdh-3::CFP*; *ceh-2::YFP* reporter markers (Fig. 2g). *zmp-1::GFP* is expressed in VulA, VulD and VulE at adult stage. 100% of the ketamine-treated animals (n = 82) displayed correct expression of *zmp-1::GFP* reporter similar to control animals (n = 63). VulB, VulC and VulF were visualised using *cdh-3::CFP; ceh-2::YFP* reporter in L4-stage animals where ketamine-treated animals (n = 102) showed no obvious expression defects as compared with the controls (n = 84). Figure 2h shows that ketamine-treated animals have intact vulval cells. VulB is not shown in the representative images but was assessed under the microscope and found intact for ketamine-treated animals. Having confirmed that ketamine-treated animals show vulval invagination defect without a vulval cell differentiation abnormality, animals carrying mutations in known ketamine receptors in the worm, that is RyR and NMDA receptors, namely *unc-68* and *nmr-1* were tested for formation of Sqv phenotype^20,21^ (Fig. 3). We have observed that *unc-68(kh30)*, *nmr-1(ak4)* and *nmr-1(ak4); unc-68(kh30)* mutant animals show highly penetrant Sqv phenotype clearly identified under a dissecting microscope. For *unc-68* mutants (Fig. 3a), 84 animals were scored 98% of which displayed Sqv phenotype and for *nmr-1* mutants (Fig. 3b), 95 animals were examined where 99% of the animals had a Svq phenotype. Double mutants (n = 76) showed a similar penetrance for Sqv phenotype (98%) as single mutants (Fig. 3c).

**Figure 3:**
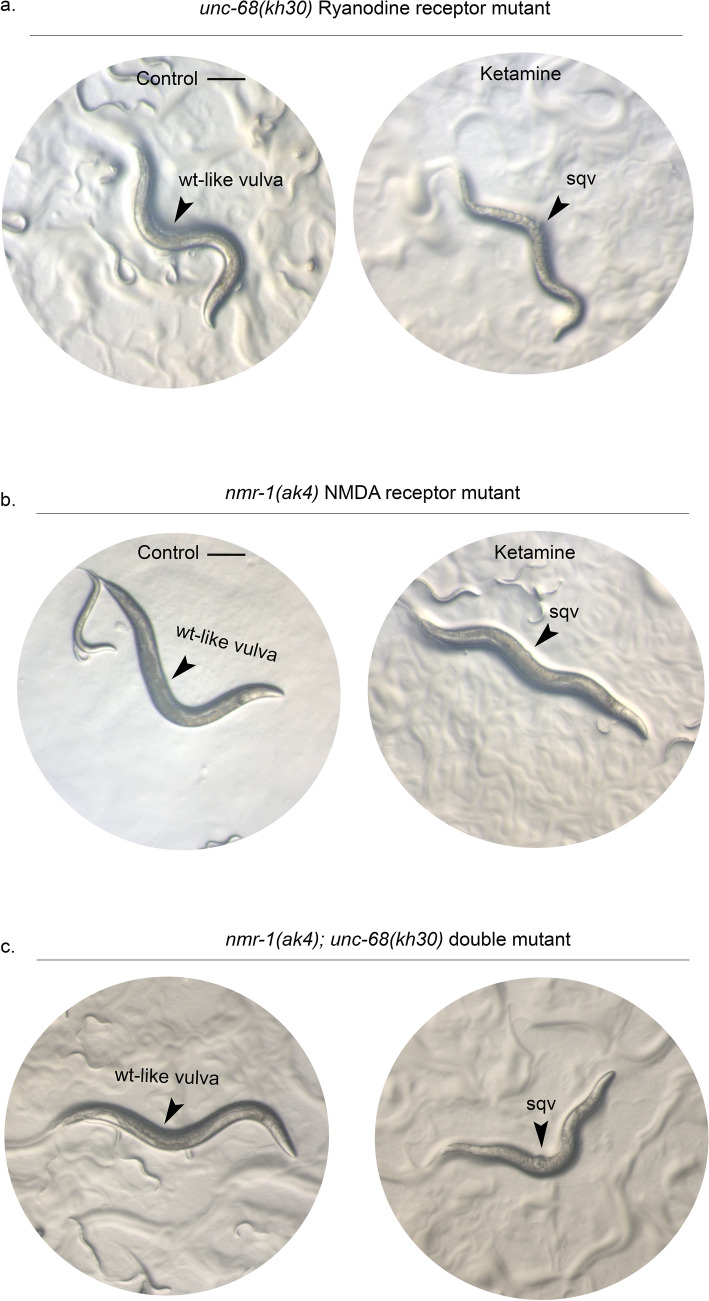
Ketamine receptor mutants display sqv phenotype (**a**) Worms carrying a mutation in ryanodine receptor *unc-68* (n = 84) or (**b**) in NMDA receptor *nmr-1* (n = 95) both show vulval invagination defect (Sqv phenotype) when exposed to ketamine. (**c**) Double mutants (n = 76) showed a similar penetrance for Sqv phenotype as single mutants. Arrowheads indicate the vulva. Scale bar 200 μm.

### Ketamine-treated animals display HSN migration defect at adult stage

Disruption of vulval morphogenesis without a cell lineage defect in ketamine-treated animals is similar to phenotypes displayed by *sqv* mutants. In addition to their vulval abnormality, *sqv* mutants were reported to display migration defects^22,23^. We tested whether ketamine-treated animals phenocopy *sqv* mutants’ migration defects and to do this, we tracked the migration of Hermaphrodite Specific Neurons (HSN). HSNs are bilaterally symmetric serotonergic motor neurons which control egg laying in the hermaphrodite animals. HSNs are born in the tail during embryogenesis and migrate anteriorly towards the middle of the embryo (Fig. 4c)^24,25^. Axonal outgrowth which is completed by young adult stage begins in L2 stage where HSNs become polarised ventrally. We first checked migration of HSN neurons at L1 stage worms using *kal-1::GFP* marker (Fig. 4). Ketamine-treated animals were analysed for migration defects of bilateral HSN neurons at first larval stage. Migration of HSNs at L1 stage ketamine-treated animals (Fig. 4a) was similar to no treatment controls (Fig. 4b,c, Student’s *t*-test, paired, mean ± sem, *p* = 0.2883).

**Figure 4:**
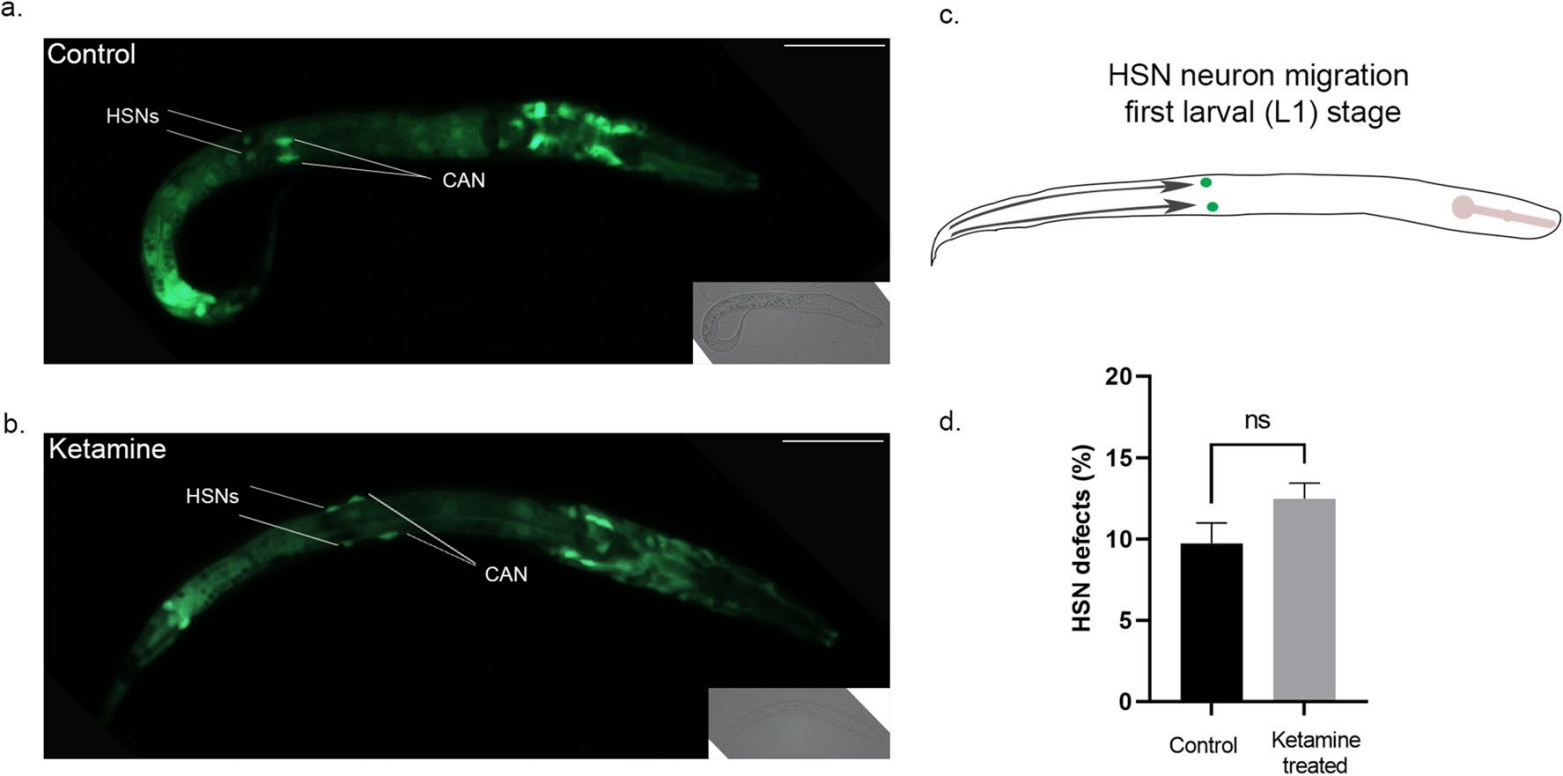
HSN cell bodies migrate to the correct body position in ketamine-treated animals at first larval stage (**a**) Control animal at first larval stage (L1) expressing *kal-1::GFP* reporter marker in hermaphrodite specific neurons (HSN) and Canal Associated Neurons (CAN) is shown (**b**) Ketamine-treated animals at L1 stage expressing *kal-1::GFP* reporter do not show HSN migration defects (**c**) Illustration of HSN migration at first larval (L1) stage. HSNs are born in the tail during embryogenesis and migrate towards midbody of the worm (**d**) Migration defects of control (n = 172) and ketamine-treated animals (n = 156) were compared. Four biological replicates were used. (Student’s *t*-test, paired, mean ± sem, *p* = 0.2883; ns: not significant) Scale bar 25 μm. Anterior is to the right and dorsal is up.

Each HSN neuron sends a single axon which stereotypically extend towards ventral position and around the vulva^26^. HSN axon then enters the ventral nerve cord and grow anteriorly towards the head. Having confirmed that HSNs display normal migration at early larval stage in ketamine-treated condition, the migration and axonal guidance of HSNs were further analysed at adult stage where axonal growth of HSNs is completed. Using a different reporter that is *tph-1::GFP* marker, adult worms were treated with ketamine and their HSN migration and axonal guidance was examined. As shown in Fig. 5a, in control animals HSN cell bodies are positioned correctly at the vulva extending their axon anteriorly reaching the head. Compared with the control animals, in ketamine-treated animals (Fig. 5b) one of the bilateral HSNs was mispositioned at the tail failing to migrate to its correct position. No obvious axonal defects were observed. The incidence of HSN migration defects in ketamine-treated animals was 23% (Fig. 5c,d, Student’s *t*-test, paired, mean ± sem, *p* = 0.0055; **p < 0.01).

**Figure 5:**
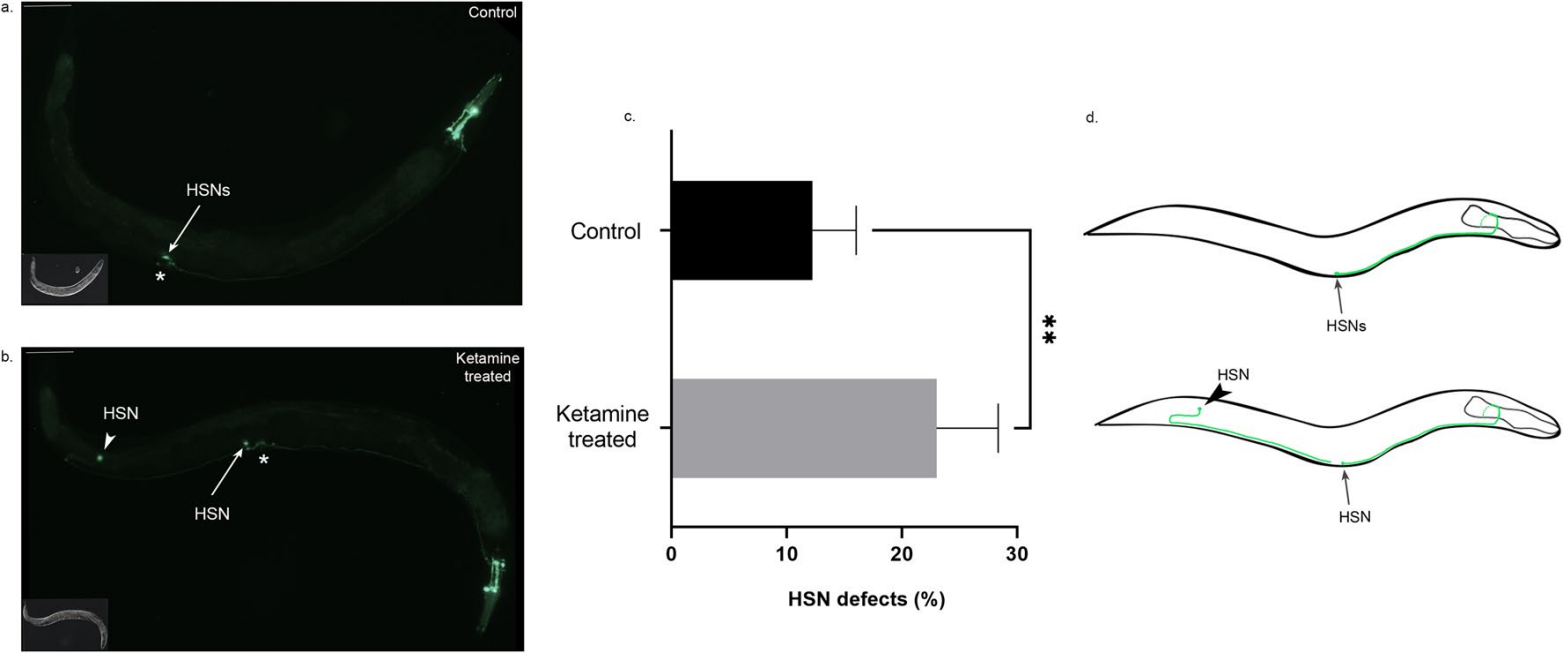
Ketamine-treated animals display HSN migration defect at adult stage (**a**) In control animal expressing *tph-1*::GFP at adult stage, HSN cell bodies marked with an arrow migrate to the midbody being positioned posterior to the vulva. (**b**) In ketamine-treated animals, one of the HSNs fail to migrate to its correct body position. HSN with a migration defect is shown with an arrowhead. (**c**) Migration defects of control (n = 252) and ketamine-treated animals (n = 258) were compared. Four biological replicates were used. (Student’s *t*-test, paired, mean ± sem, *p* = 0.0055; **p < 0.01). (**d**) Illustration of HSN migration at adult stage. HSN cell bodies are located posteriorly near the vulva in a wild-type animal. In ketamine-treated animals, one of the HSN cell body fails to migrate to its correct position. Asterisk indicates vulva. Scale bar 75 μm. Anterior is to the right.

### Ketamine-treated animals show wild type-like chondroitin phenotypes

Given that ketamine-treated worms display Sqv phenotype that is characteristic of animals carrying mutations in the genes encoding for chondroitin synthesis pathway components such as the chondroitin synthase *sqv-5* (squashed vulva-5) mutants and uridine 5′-diphosphate–sugar transporter *sqv-7* mutants; we embarked on assessment of chondroitin abnormalities in ketamine-treated animals^22,23^. To do this, an antibody specific for Chondroitin-0-sulphate was used which detects chondroitin stubs digested with chondroitinase ABC (CSase ABC) enzyme. Embryos of the ketamine-treated adults were examined for their chondroitin proteoglycan (CPG) layer morphology. The eggshell of the *C. elegans* is composed of three outer layers with CPG layer being defined only a decade ago (Fig. 6b)^27^. The CPG layer in ketamine-treated animals was intact as observed in no-treatment control (Fig. 6a, top panel). Negative control embryos where no CSase ABC was used showed no staining indicative of the specificity of the staining for chondroitin stubs. When integrity of the CPG layer is disrupted, the eggshell display ruptured morphology. In ketamine-treated condition, the eggshell integrity was reserved. In *C. elegans* the biosynthetic machinery for chondroitin proteoglycan synthesis is conserved yet less complex compared to mammals^28^. The key regulatory components for chondroitin synthesis is transport of UDP-sugars by SQV-7 and elongation of chondroitin chains by SQV-5 (Fig. 6b). In order to further assess chondroitin abnormalities, transcript levels of *sqv-5* and *sqv-7* were quantified using real-time RT-PCR (Fig. 6c). The expression levels of *sqv-5* and *sqv-7* showed no significant difference compared with the no-treatment control (Two-way ANOVA with Šídák's multiple comparisons test, mean ± sem, *p* = 0.3032 for *sqv-7* and *p* = 0.2588 for *sqv-5*).

**Figure 6:**
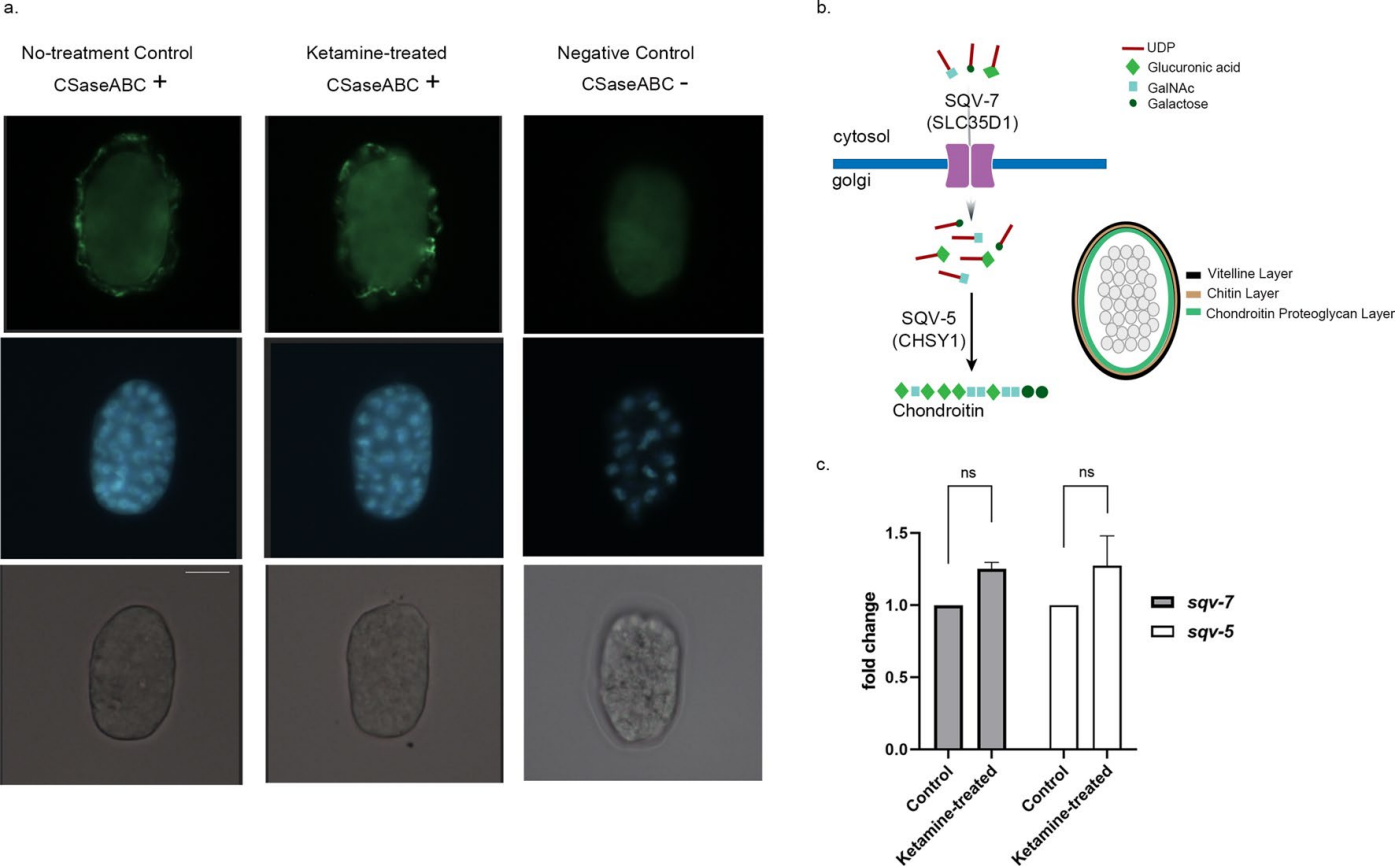
Ketamine-treated animals show wild type-like chondroitin phenotypes (**a**) Control and ketamine-treated embryos stained with anti-chondroitin antibody (anti-proteoglycan ΔDi-0S antibody 1B5) are shown in the top panel. Chondroitinase ABC (CSase ABC) enzyme was used for no-treatment and ketamine-treated embryos. As per negative control no enzyme was used. Middle panel shows the nuclei of the embryo stained with DAPI and the bottom panel shows DIC. Scale bar 25 μm (**b**) The organization of the eggshell is depicted. Chondroitin proteoglycan layer resides beneath the vitelline and chitin layers. The biosynthesis of the chondroitin chains is illustrated with a focus on two key regulatory proteins, UDP-sugar transporter SQV-7 and chondroitin synthase SQV-5 with mammalian homologs of SLC35D1 and CHSY1, respectively. (**c**) Relative *sqv-5* and *sqv-7* expression levels in control and ketamine-treated animals were measured using real time RT-PCR. Data shown are derived from three biological replicates (Two-way ANOVA with Šídák's multiple comparisons test, mean ± sem, *p* = 0.3032 for *sqv-7* and *p* = 0.2588 for *sqv-5*, ns: not significant).

### Ketamine modulates cuticle extracellular matrix

Ketamine-treated animals display Sqv phenotype characteristic of chondroitin mutants yet have wild-type like chondroitin levels and distribution. Sqv phenotype arises due to disruption of vulval lumen formation which is coordinated via apical extracellular matrix components including chondroitin proteoglycans, ZP domain proteins and other glycoproteins. The eggshell is also formed through aECM components and ketamine-treated animals did not show an obvious eggshell rupture as evidenced with the staining of CPG layer against chondroitin stubs. It was curious whether ketamine-treatment modulates cuticle formation which is another tubular structure formed of aECM in the worm. The epidermal cuticle which maintains the body shape is formed of collagen and non-collagen components. Cuticle collagen gene mutants can affect the body shape in various ways one which is twisted body axes termed as a “Roller” phenotype, shortly “*rol*” (Fig. 7a). *rol-6(e187)* mutants depicted in Fig. 7a have a helically twisted cuticle such that they rotate around their long axis moving in a rolling fashion as opposed sinusoidal wave pattern of wild-type worms. When treated with ketamine, *rol-6* mutants’ movement defect was ameliorated with 25% rollers as compared with 100% in untreated *rol-6* mutants (Two-way ANOVA, mean ± sem, Šídák's multiple comparisons test, *p* < 0.0001) (Fig. 7b). Ketamine’s action on apical extracellular complex was further tested using other cuticle collagen mutants (Fig. 7c). Ketamine treatment could ameliorate the Rol phenotype of *rol-9* but not *rol-1*, *rol-4*, *rol-8*, *sqt-1* mutants. There was a slight decrease in the rolling animals in *rol-4* mutants but without significant changes (Two-way ANOVA, Šídák's multiple comparisons test, *p* = 0.0588). For *rol-1*, *rol-8* and *sqt-1* mutants, control and ketamine-treated animals both displayed 100% roller phenotype. The video recordings showing amelioration of Rol phenotype for *rol-6* and *rol-9* mutants are shown in Supplementary Videos 1a, 1b and 2a and 2b.

**Figure 7:**
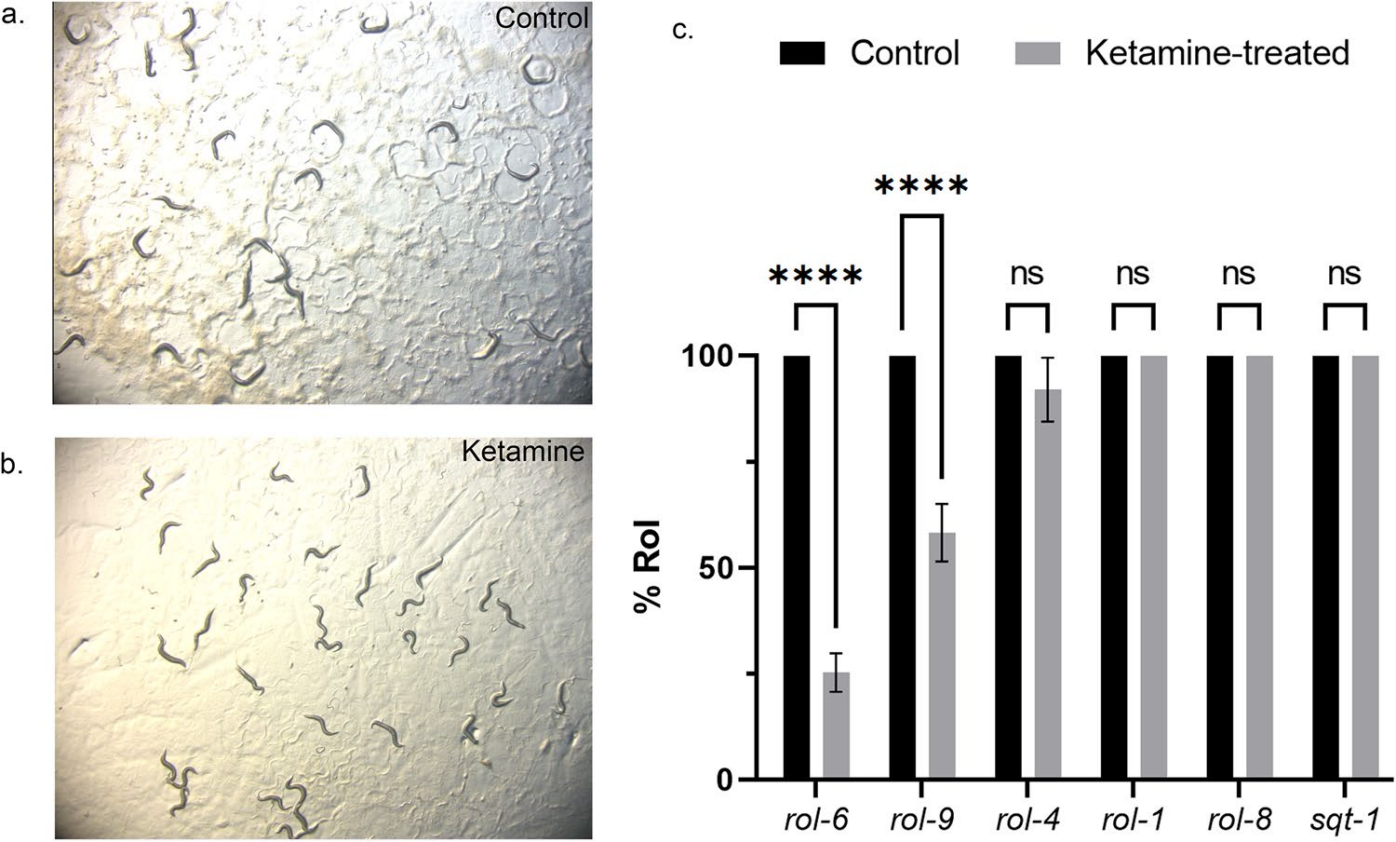
Ketamine-treatment ameliorates the roller phenotype of collagen mutants (**a**) *rol-6(e187)* mutant with circular movement pattern is shown (**b**) Ketamine-treatment ameliorated the movement defect of *rol-6(e187)* mutants (**c**) Collagen mutants are tested for their roller phenotype suppression upon ketamine-treatment. *rol-6* (n = 295) and *rol-9* (n = 327) mutants’ movement defect was significantly ameliorated with ketamine treatment (Two-way ANOVA with Šídák's multiple comparisons test, mean ± sem, ****p < 0.0001 for both mutants). *rol-1*, *rol-4*, *rol-8*, *sqt-1* collagen mutants continued to display roller phenotype upon ketamine-treatment with a slight decrease in *rol-4* mutants without significant changes (*p* = 0.0588 for *rol-4* and *p* > 0.9999 for the rest, ns: not significant).

The cuticle and the internal organs of the *roller* mutants are helically twisted. It is possible to visualise the helical cuticle pattern using reporter constructs. In order to assess the cuticle structure of the ketamine-treated wild-type like moving *rol-6* mutants, we used *myo-3::GFP* reporter which is expressed in the body wall muscle cells. These muscle cells are attached to the hypodermis and the cuticle rendering *myo-3::GFP* as a suitable reporter construct to visualize the helically twisted body pattern. In *myo-3::GFP* animals treated with M9 buffer as a vehicle (Fig. 8a) and with ketamine (Fig. 8b), body wall muscles are longitudinally oriented along the body of the worm. In *rol-6* mutants (Fig. 8c), the longitudinal alignment of the body wall muscle cells is disrupted as shown with arrows indicating the position of the helical twist. In ketamine-treated, wild-type like moving *rol-6* mutants, the cuticle structure is restored as depicted in Fig. 8d. *myo-3::GFP* expression pattern for ketamine-treated *rol-9(sc148)* mutant is shown in Supplementary Fig. 1. Similar to *rol-6* mutants, the cuticle structure of the *rol-9* mutants is ameliorated via ketamine exposure.

**Figure 8:**
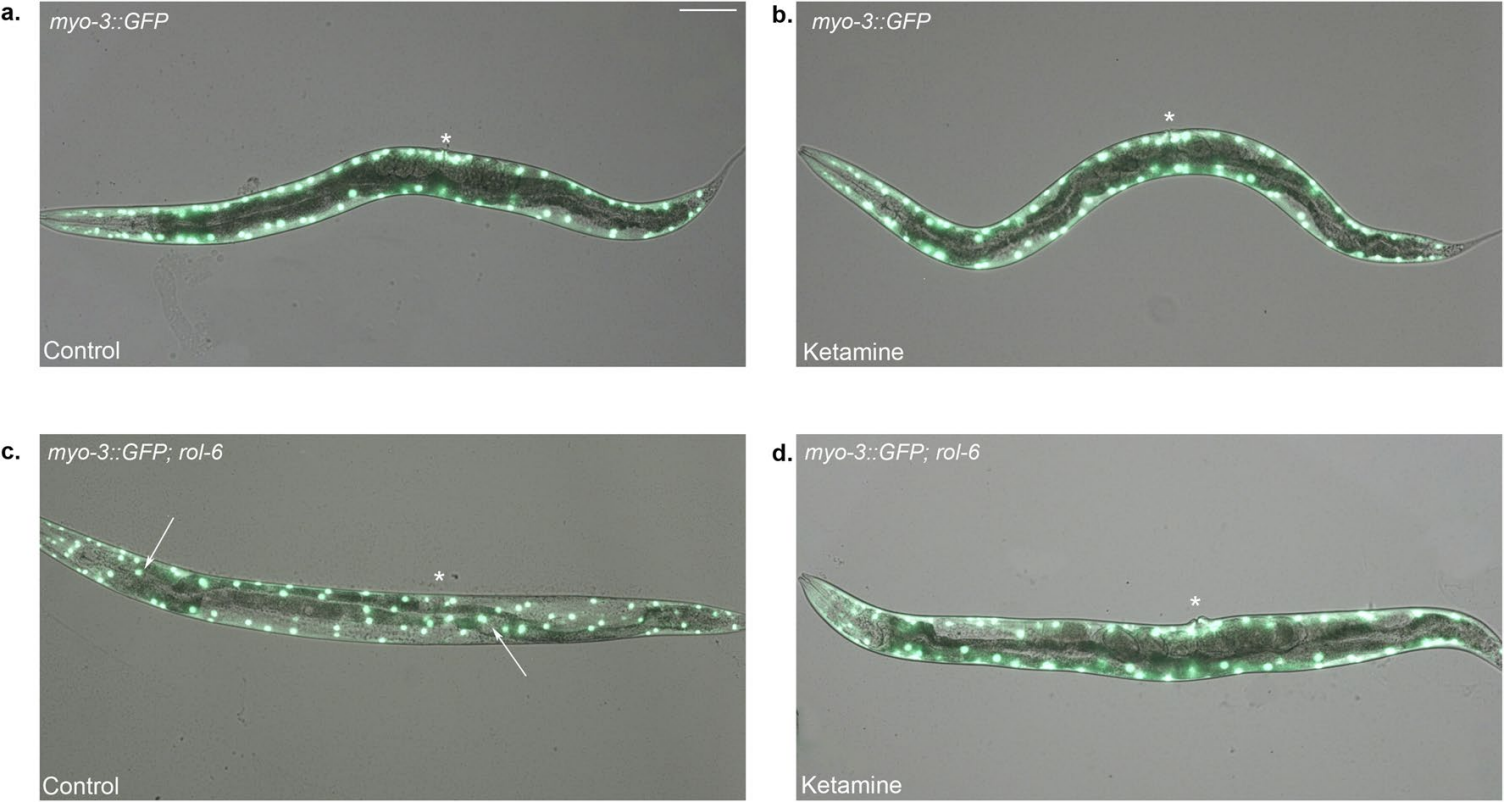
The cuticle structure of the *rol-6* mutants is restored upon ketamine treatment (**a**) Wild-type animal expressing *myo-3::GFP* reporter construct in control and (**b**) ketamine-treated conditions. Body wall muscles are longitudinally oriented along the body of the worm. (**c**) *rol-6(e187)* mutant expressing *myo-3::GFP* reporter construct in control condition is shown. Arrows show the positions of the helical twist in the cuticle structure. (**d**) In ketamine-treated *myo-3::GFP*; *rol-6(e187)* mutant, a wild-type like body wall muscle expression pattern is detected. Vulva is marked with an asterisk. Anterior is to the left. Scale bar shows 75 micron for all panels.

### Cuticular collagens are upregulated in ketamine-treated wild-type animals

In order to identify the underlying mechanism of ketamine-induced modifications, we performed RNA-seq experiments which showed that ketamine treatment in wild-type animals upregulated 473 genes and downregulated 254 genes (Supplementary Table 1a and 1c). 

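RNA from whole wild-type animals was sequenced at adult day 1, after growth at 25 °C on plates with 2.5 mM ketamine (2 libraries) or with the vehicle (2 libraries, 0 mM). The authors aligned the reads to the WBcel235 genome, counted them on genes, and deposited the counts of 46643 genes without normalization, together with FPKM values (fragment counts scaled to gene length and library size). The counts summed to 43419202 in control 1, 36241505 in control 2, 34533449 in ketamine 1 and 29192110 in ketamine 2. The paper gives a depth of 70 to 90 M reads per sample, and the values here use the counts. Counts were scaled with edgeR's TMM method, and ketamine was compared with control by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over the 15793 genes with at least 10 counts in at least 2 libraries. A gene was called at an adjusted p-value under 0.05 and at least 2-fold change. Across genes, the log2 CPM (counts scaled to library size) of the ketamine libraries correlated at 0.988 with each other, whereas control 1 and control 2 correlated at 0.959. Control 2 correlated at 0.977 with ketamine 1 and at 0.979 with ketamine 2. Genes are not independent replicates, so these values describe the libraries only.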

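By edgeR's test 15 genes were called higher under ketamine and 0 lower, while 323 genes were higher and 258 lower at an unadjusted p-value under 0.05 and the same fold. The test and the use of adjustment moved these numbers most: DESeq2 at an unadjusted p-value under 0.05 and at least 2-fold gave 380 genes higher and 256 lower, and at an adjusted p-value under 0.05 it called 109 higher and 24 lower. With 2 libraries against 2, no exact permutation test of a single gene can give a two-sided p below 0.33. The paper's comparison was made with DESeq2. Of the 456 genes in Supplementary Table 1a that were tested, 361 were at least 2-fold higher here, and 269 were so when control 1 was left out. Of the 243 tested genes in Supplementary Table 1c, 240 were at least 2-fold lower, and 100 were so when control 1 was left out.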

Genes with at least a two-fold difference at an FDR < 0.05 were assigned as differentially expressed. Functional enrichment profiling of the ketamine-responsive upregulated genes has shown “structural constituent of cuticle” (GO:0042302) as the top Gene Ontology (GO) category with 55 genes (Supplementary Table 1b). 

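The cuticular collagens were taken as 175 protein-coding genes, chosen by name, of which 135 had enough counts to be tested. At an adjusted p-value under 0.05 and at least 2-fold change, edgeR called 0 of them higher, and 29 were higher at an unadjusted p-value under 0.05. With adjustment over the list alone the number was also 0. Past the same unadjusted threshold were 294 other genes, and collagens were over-represented there (one-sided Fisher's exact test, p = 1.11e-21, over the 15793 tested genes). This test treats genes as independent, while the collagens differed together between libraries of the same condition. Its p-value therefore does not measure evidence across replicates. With DESeq2, 5 collagens passed the adjusted threshold, and 55 passed at an unadjusted p-value under 0.05 and at least 2-fold. As a family, 114 of the 135 collagens had a log2 fold change above 0, and the median was 1.22. The collagens' test statistics were higher than those of the other genes by camera with a preset correlation of 0.01 between genes (p = 6.58e-16). They were not when camera estimated the correlation from the libraries (p = 0.353). fry, which makes no comparison with other genes, gave p = 0.346. Without control 1 the median was 0.63, without control 2 it was 1.93, and without ketamine 1 it was 0.66. The paper reports slower development under ketamine, and younger or mixed-stage animals could not be told apart from a response to ketamine.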

Top 5 GO category included iron ion binding (GO:0005506), tetrapyrrole binding (GO:0046906), collagen trimer (GO:0005581) and steroid hydroxylase activity (GO:0008395). Tetrapyrrole binding (GO:0046906), iron ion binding (GO:0005506) and steroid hydroxylase activity (GO:0008395) categories had similar set of genes all of which are stress response genes corresponding to cytochrome P450 family. As expected, CYP genes are activated for detoxification of the animal. 

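Of 74 cytochrome P450 genes chosen by name, 65 were tested and edgeR called 7 higher (one-sided Fisher's exact test against the other tested genes, p = 8.99e-14). This Fisher's test, too, treats genes as independent. With adjustment over the list alone 22 were higher and 1 lower. The counts of cyp-35B3 (K07C6.2, chromosome V, 3945353 to 3947044) were 0 in both control libraries, 17406 in ketamine 1 and 16321 in ketamine 2, so it was at least 6280-fold higher against a floor of 3 counts (adjusted p = 0.00898, edgeR). Its neighbour cyp-35B2 (K07C6.3, chromosome V, 3942215 to 3944519) was at least 6200-fold higher, again from 0 counts in both controls (adjusted p = 0.0102, edgeR). For cyp-35A1 (C03G6.14), 0.183 ± 0.0168 CPM (SD, n = 2) in controls rose to 73.0 ± 8.97 CPM (SD, n = 2) under ketamine, a log2 fold change of 8.60 (standard error 0.29, adjusted p = 0.00834, edgeR). The log2 fold changes of the other genes called were 9.22 for cyp-14A3, 7.69 for cyp-35B1, 7.10 for cyp-34A10 and 3.78 for cyp-14A2. Whether reads were shared between members of the family was not tested, and the paper's text does not name how featureCounts treated reads that match several genes. The median log2 fold change of the 65 genes was 0.35, and it was 0.63 without control 2. 44 of them were above 0 and 31 had both ketamine libraries above both controls. camera with the preset correlation gave p = 1.07e-10 for the list, camera with the estimated correlation p = 0.0634 and fry p = 0.00171.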

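Among 31 genes of molting and of the apical matrix other than collagens, listed before the counts were seen, 30 were tested and 0 were called higher by edgeR at an adjusted p-value under 0.05 and at least 2-fold. With adjustment over the list alone the number was also 0. At an unadjusted p-value under 0.05 there were 3 (one-sided Fisher's exact test against the other tested genes, p = 0.0229). In DESeq2 0 passed adjustment, and 5 of 31 were higher at an unadjusted p-value under 0.05 and at least 2-fold (one-sided Fisher's exact test, p = 0.000154). Both Fisher's tests treat genes as independent. The median log2 fold change of the list was 0.39, with values from -0.58 for cut-5 to 2.01 for cut-3, and 19 of the 30 genes were above 0. Leaving out control 1 reduced the median to 0.12, and leaving out control 2 raised it to 0.68. Whether a difference in stage between the libraries moved this list was not tested. camera with the preset correlation gave p = 0.00381 for the list, camera with the estimated correlation p = 0.155 and fry p = 0.153.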

Cuticle development (GO:0042335) and molting cycle (GO:0042303) were also among the GO list ranked as 7th and 9th, respectively. 

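Of the cuticular collagens of Table 1, 53 could be matched to the count table by name, and all 53 had a positive log2 fold change, and the lowest was 0.95 for col-60. col-36 had 0 and 2 counts in the control libraries and 30 and 57 under ketamine, at least 16.6-fold higher, and its adjusted p was 0.557 in edgeR. Among the alternatives, the adjusted p for the log2 fold change of col-36 ranged from 0.00175 in DESeq2 to 0.743 in limma on log2(FPKM + 1) without a filter. It was 0.0246 in edgeR without a count filter, and DESeq2 and this fit called col-36. col-50 was at least 4.62-fold higher, also from controls at or under 3 counts. The median of the 53 genes was 1.58. None of them was called by edgeR at an adjusted p-value under 0.05 (0 of 53), and 25 were higher at an unadjusted p-value under 0.05 and at least 2-fold. DESeq2 called 5 of the 53 at an adjusted p-value under 0.05, and 52 were higher at its unadjusted p-value. In 50 of the 53 genes both ketamine libraries lay above both control libraries, which 16.7% of genes would do by chance. These genes were selected by the study on the same libraries, so this number is not independent evidence. The rise was unequal between libraries. Relative to control 2, the median collagen of this list was higher by 1.41 on the log2 scale in ketamine 1 and by 0.42 in ketamine 2. Without control 1 the median log2 fold change of the list was 1.00, without control 2 it was 2.65, and without ketamine 1 it was 0.99. Of the other genes of Table 1, rol-8 and col-17 had a median of 1.61, and both were higher at an unadjusted p-value under 0.05. Their median was 0.88 without ketamine 1, 1.14 without control 1 and 2.27 without control 2. Whether reads were shared between collagens was not tested.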

Cuticular collagens significantly upregulated in ketamine-treated wild-type animals are listed in Table 1, along with two additional matrisome categories as collagens and ECM regulator which include genes pertinent to phenotypic observations. Upregulated genes have been classified according to the GO categories all of which are included in the structural constituent of cuticle category. *rol-6*, *rol-4* and *sqt-1* genes are involved in similar biological processes related to collagen function yet only *rol-6* mutants show amelioration of Rol phenotype. *rol-8* and *rol-9* are non-cuticular genes where *rol-8* is a collagen and *rol-9* is molting protease inhibitor^29^. *rol-8* mutant does not respond to ketamine treatment however *rol-9* mutants despite their non-collagen classification responds to ketamine-treatment. 

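rol-6 (T01B7.7, chromosome II, 8733050 to 8734314) was at 2.42 ± 1.06 CPM (SD, n = 2) in controls and 7.02 ± 4.20 CPM (SD, n = 2) under ketamine, a log2 fold change of 1.54 (standard error 0.57, adjusted p = 0.748 from edgeR's quasi-likelihood test). Its counts were 77 and 111 in the controls and 340 and 117 under ketamine. sqt-1 (B0491.2, chromosome II, 11336691 to 11337835) had a log2 fold change of 1.52 (standard error 0.79), with 72 and 226 counts in the controls and 551 and 193 under ketamine. rol-8 (ZK1290.3, chromosome II, 7544106 to 7545332) had a log2 fold change of 1.33 (standard error 0.49), with 178 and 234 counts in the controls and 619 and 240 under ketamine. Without ketamine 1 the log2 fold changes were 0.75 for rol-6, 0.75 for sqt-1 and 0.66 for rol-8. Without control 1 that of sqt-1 was 0.80, and without control 2 it was 2.87. rol-4 and rol-9 were not analysed here, since no table in hand pairs these names with a gene identifier.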

One interesting fact about these six mutants analysed for their response to ketamine in terms of rolling movement is that *rol-6* and *rol-9* which are responsive to ketamine are right-handed rollers whereas *rol-4*, *rol-8*, *rol-1 and sqt-1* are left-handed rollers. *rol-1* was not detected in the differentially regulated gene list. 

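rol-1 (Y57A10A.11, chromosome II, 12172573 to 12176071) had 42 counts in control 1, 457 in control 2, 1226 in ketamine 1 and 442 in ketamine 2. Its log2 fold change of 1.88 (standard error 1.19) had an adjusted p of 0.748 in edgeR. Control 1 held the lowest value, and without it the log2 fold change was 0.95. It was 4.81 without control 2 and 1.14 without ketamine 1.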

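The share of the 175 cuticular collagens called higher was 0% at an adjusted p-value under 0.05 in edgeR and 31.4% at an unadjusted p-value under 0.05 and at least 2-fold in DESeq2. The libraries of one condition differed in these genes. The median collagen was 1.49 higher on the log2 scale in control 2 than in control 1, and 0.73 higher in ketamine 1 than in ketamine 2. Both differences lay above those of all 10000 random gene lists of the same size and expression. Ketamine 1 was 1.00 above control 2 and ketamine 2 was 0.13 above control 2.

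**Figure D1:**
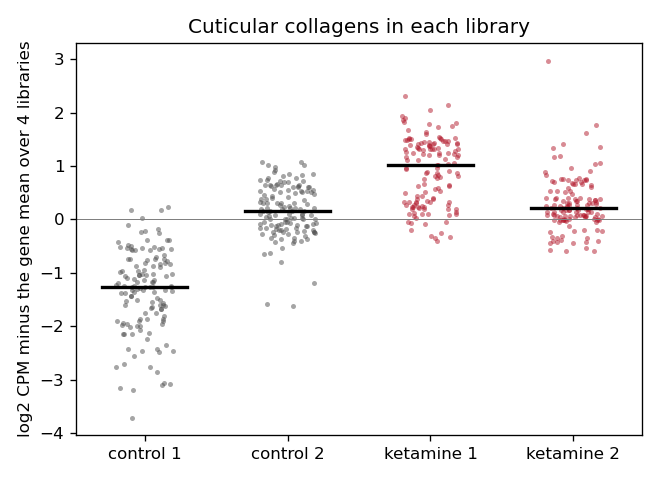
The level of each of the 135 tested cuticular collagens in each library, as log2 CPM minus that gene's mean over the 4 libraries; points are genes and black lines are medians. The medians are -1.27 in control 1, 0.16 in control 2, 1.01 in ketamine 1 and 0.21 in ketamine 2.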

There are 173 predicted cuticular collagens in *C. elegans* 55 of which are upregulated as shown in Table 1 corresponding to approximately 30% of the entire cuticular collagen genes^30^.

**Table 1:** RNA-seq identifies ketamine-treatment upregulates 30% of the cuticular collagens.

Matrisome category	Upregulated in ketamine-treated wild-type animals	Structural constituent of cuticle GO:0042302	Collagen trimer GO:0005581	Cuticle development GO:0042335	Molting cycle GO:0042303	Extracellular region GO:0005576
Cuticular collagens	*rol-6, rol-4, bli-1, sqt-1, dpy-2, dpy-5, dpy-7, dpy-9, lon-3*	✓	✓	✓	✓	
	*bli-2, bli-6, sqt-2, dpy-3, dpy-4, dpy-8,*	✓		✓	✓	
	*lon-3, col-36, col-39, col-90, col-91*	✓	✓			
	*col-14*	✓	✓	✓		✓
	*col-115*		✓			
	*dpy-9, col-41, col-133, col-138, col-120, col-38, col-176, col-48, col-165, col-167, col-121, col-130, col-73, col-97, col-74, col-95, col-146, col-65, col-77, col-168, col-104, col-175, col-170, col-156, col-60, col-58, col-50, col-63, col-109, col-173, col-125, col-88, col-169, col-162*	✓				
Collagen	*rol-8*	✓				
	*col-17*	✓	✓			✓
ECM regulator	*rol-9*	✓				

Enrichment profiling of the ketamine-responsive downregulated genes did not have any collagen or ECM related genes (Supplementary Table 1c). 

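No cuticular collagen was called lower by edgeR (0 of 135 tested), and 1 was lower at an unadjusted p-value under 0.05 and at least 2-fold, in edgeR and in DESeq2. This was col-124 (C24F3.6, chromosome IV, 10216450 to 10217485), which is also in the list of Supplementary Table 1c and was named here after its value was seen. Its level fell from 1910 ± 623 CPM (SD, n = 2) in controls to 924 ± 84.2 CPM (SD, n = 2) under ketamine, a log2 fold change of -1.05 (standard error 0.28, adjusted p = 0.748, edgeR). Both ketamine libraries lay below both controls, and without control 2 the log2 fold change was -0.67.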

The top 5 GO categories for downregulated genes are ATP synthesis coupled electron transport (GO:0042773), respirasome (GO:0070469), NADH dehydrogenase complex (GO:0030964), transporter activity (GO:0005215) and dephosphorylation (GO:0016311) (Supplementary Table 1d).

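The 12 protein genes of the mitochondrial genome, of which 11 were tested, had a median log2 fold change of -1.12, and 0 were called lower by edgeR at an adjusted p-value under 0.05 and at least 2-fold. At an unadjusted p-value under 0.05 there were 2 in edgeR and 8 in DESeq2. All 11 had both ketamine libraries below both controls, and 8 are in the list of Supplementary Table 1c. ND6 (MTCE.3, mitochondrial genome, 113 to 549) had 62127 counts in control 1, 930 in control 2, 799 in ketamine 1 and 535 in ketamine 2. Mitochondrial genes took 3.55% of the counts in control 1, 1.18% in control 2, 0.97% in ketamine 1 and 1.07% in ketamine 2. Without control 1 the median log2 fold change was -0.30, and without control 2 it was -1.65. The 8 nuclear genes of complex I had a median of -0.19, with 0 called lower or lower at an unadjusted p-value under 0.05.

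**Figure D2:**
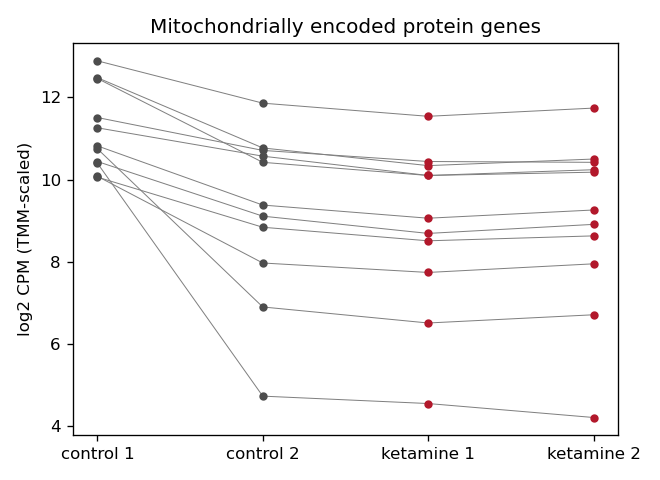
The log2 CPM of the 11 tested protein genes of the mitochondrial genome in each library; each line joins the values of 1 gene. Every gene is highest in control 1.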

Consistent with our phenotypic observations, RNA-seq experiments identified cuticular collagens as ketamine-responsive genes some of which have been reported to be regulated via Wnt and TGF-beta pathways. Cuticular collagens upregulated upon ketamine treatment, namely *rol-6, lon-3, col-41, col-176, col-48, col-165, col-167,* has been reported to be regulated by TGF beta pathway^31,32^. 

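All 7 of these collagens had a higher level under ketamine, with log2 fold changes from 1.51 for col-48 to 4.15 for col-165, and edgeR called 0 of them at an adjusted p-value under 0.05. The study took these genes from its own list of higher genes in the same libraries, so their direction is not independent evidence. Of the 7, 4 were higher at an unadjusted p-value under 0.05 in edgeR and 7 in DESeq2, where 0 passed adjustment. col-165 (F14H12.1) rested on few reads, with 0 and 4 counts in the controls and 41 and 21 under ketamine. For lon-3 (ZK836.1, chromosome V, 12197433 to 12198625) the log2 fold change was 1.72 (standard error 0.68). lon-3, col-41 and col-48 each overlap 1 gene on the opposite strand, and the paper's text does not name whether counting used strand. The median of the 7 genes was 1.62, and it was 1.09 without control 1, 3.06 without control 2 and 1.05 without ketamine 1.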

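bli-1, lon-3, col-38, col-138 and col-176 had log2 fold changes between 1.22 for col-38 and 1.94 for bli-1, and the 5 genes had a median of 1.62. They too were taken from the study's list of higher genes, so their shared direction was fixed in advance. edgeR called 0 of them, and 1 was higher at an unadjusted p-value under 0.05. In DESeq2 all 5 were higher at an unadjusted p-value under 0.05 and 0 passed adjustment. bli-1 (C09G5.6, chromosome II, 10708960 to 10712125) had 31 and 152 counts in the controls and 456 and 164 under ketamine. bli-1 and lon-3 each overlap 1 gene on the opposite strand. Without control 1 the median of the list was 1.01, without control 2 it was 3.21 and without ketamine 1 it was 1.02.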

Wnt-regulated ketamine-responsive collagens include *bli-1, lon-3, col-38, col-138, col-176*^33,34^. Recently, TGF-beta signaling has been implicated in antidepressant effects of ketamine where reduced expressions of Tgfb1 and its receptors in a rodent model of depression was ameliorated by ketamine administration^35^. TGF-β1 is proposed as a novel therapeutic for depression by the virtue of its’ psychotomimetic side-effect free characteristic as opposed to ketamine.

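The 8 collagens rol-6, rol-8, bli-1, dpy-4, dpy-5, dpy-7, dpy-8 and dpy-9 had log2 fold changes from 1.05 for dpy-9 to 1.94 for bli-1, with a median of 1.51. All 8 are in the study's list of higher genes, made from these libraries, so their direction is not independent evidence. edgeR called 0 of them at an adjusted p-value under 0.05, and 2 were higher at an unadjusted p-value under 0.05. In DESeq2 all 8 were higher at an unadjusted p-value under 0.05 and at least 2-fold, and 0 passed adjustment. bli-1 and dpy-4 each overlap 1 gene on the opposite strand. blmp-1 itself (F25D7.3, chromosome I, 10409359 to 10413846) was at 13.3 ± 1.62 CPM (SD, n = 2) in controls and 12.6 ± 1.47 CPM (SD, n = 2) under ketamine, a log2 fold change of -0.08 (standard error 0.24, adjusted p = 0.915, edgeR), a difference smaller than the spread of its replicates. The sign of this change turned to 0.05 without control 2 and to 0.03 without ketamine 1. Without control 1 the median of the 8 genes was 1.00 and without ketamine 1 it was 0.80.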

Another regulatory factor, BLMP-1 which is the homolog of mammalian PRDM1/BLIMP1, was reported to regulate a group of collagen genes some of which overlap with our ketamine-responsive gene list, namely *rol-6, rol-8, bli-1, dpy-4, dpy-5 dpy-7, dpy-8, dpy-9*^36,37^. Earlier reports have already demonstrated a modulatory role for ketamine in Wnt and TGF-beta pathways in mammalian systems^35,38^. However, BLIMP-1/BLMP-1 transcriptional regulator has not reported with ketamine-responsive roles before. Our findings identify BLIMP-1/BLMP-1 as a putative molecular target for ECM modulatory effects of ketamine. In addition to cuticular collagens targeted by BLIMP-1/BLMP-1, upregulated ketamine-responsive gene list includes a direct target of BLIMP-1/BLMP-1 that is *bed-3* which is a transcription factor with roles in molting cycle (Supplementary Table 1a)^39^. 

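bed-3 (F25H8.6, chromosome IV, 9916528 to 9921969) rose from 2.65 ± 0.582 CPM (SD, n = 2) in controls to 5.36 ± 1.02 CPM (SD, n = 2) under ketamine, a log2 fold change of 1.02 (standard error 0.32, adjusted p = 0.748, edgeR). Its counts were 103 and 107 in the controls and 207 and 134 under ketamine. Without control 1 the log2 fold change was 0.78. From the collagens that are reported targets of these pathways and from bed-3, the paper proposes that ketamine modulates ECM components in part through Wnt and TGF-beta signalling and the transcription factor BLMP-1.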

We propose that ketamine modulates ECM components in part via orchestration of Wnt and TGF-beta signalling pathways and regulatory network of transcription factor BLMP-1. Our findings suggest BLIMP-1/BLMP-1 might be a putative novel target for ketamine-mediated ECM modifications.

## Discussion

In this study, we aimed to decipher ketamine-mediated modifications using *C. elegans* as a model. Ketamine has been historically used for its anesthetic action and has recently been exploited as an alternative treatment for treatment-resistant depression. The anti-depressant action of ketamine infusion therapy is complex and not clear. Rodent models have pointed out alterations in the ECM of specific brain regions resulting in synaptic remodelling as one of the underlying mechanisms. Further investigation is required particularly in in vivo systems to gain broader understanding of ketamine’s actions.

We have found that the vulval epithelium cells of the ketamine-treated animals fail to fully migrate dorsally after detachment from the cuticle leading to defective invagination thus Sqv phenotype. At L4 stage, ketamine-treated animals show no gross vulval lumen abnormality. By the adult stage, ketamine-treated animals display an abnormally protruding vulva. When the animals are filled with eggs, ketamine’s effect on vulval epithelium becomes more visible. Some of the *sqv* mutants have also been observed with a weaker Sqv phenotype at L4 stage such as *sqv-5(k172)* and *sqv-5(k175)* yet these mutants display an abnormally protruding vulva at adult stage similar to our observation in the case of ketamine-treated animals^22^. Closer look into the different types of vulval cells have shown that the Sqv phenotype in ketamine-treated animals does not result from defects in cell differentiation. To date, Sqv phenotype has been described for worms defective in the GAG biosynthesis and modification^16,17,40,41^. One exception is *lin-35; spr-1* double mutant animals which carry mutations in the mammalian orthologues of Retinoblastoma (Rb) and CoREST, respectively^42^. *lin-35; spr-1* double mutants display a more severe Sqv phenotype with an abnormally compressed vulval lumen at the L4 larval stage. Despite their Sqv phenotype, *lin-35; spr-1* animals have wild-type like chondroitin levels and distribution similar to ketamine-treated animals. The initial inflation of the vulval lumen at early L4 stage is dependent on chondroitins. Vulval lumen matrix have recently been shown to contain dynamic apical ECM components filling the vulva lumen during morphogenesis^19^. After the early luminal inflation by chondroitins, the vulval lumen is shaped by the transient localisation of these apical ECM components including ZP proteins, the extracellular leucine-rich repeat only proteins and lipocalin. aECM assembly in the vulval lumen mediates the correct vulval eversion independent of chondroitin. This observation is in line with our ketamine results where initial vulval inflation is normal and vulval eversion is disrupted which is suggestive of alterations in the network of aECM factors which do not impinge on chondroitin. This is also in parallel with the wild-type like immunostaining observed in ketamine-treated animals. However, it is possible that mild modifications in the chondroitin biosynthesis and distribution which were not detectable in our study, is sufficient to induce Sqv phenotype.

Repeated subanesthetic dose of ketamine infusion therapy is currently being used in the clinic to treat major depression (MD)^1,43^. Low-dose ketamine administration ameliorates symptoms of MD which is sustained long after the drug is metabolised. One of the proposed mechanism of anti-depressant action for ketamine is the altered perineuronal net (PNN) composition as evidenced from recent studies conducted on rats^4,5^. PNNs are composed of ECM molecules including chondroitin, linker proteins and hyaluronic acid. They surround specific types of neurons in the brain. ECM constitutes about one fifth of the brain’s volume and is involved in development and plasticity. The brain ECM has considerable importance for the physiology of synaptogenesis with evidence supporting their involvement in the etiology of psychiatric disorders such as major depression, schizophrenia, bipolar disorders, and autism^44,45^. ECM components hold the potential to be candidate therapeutic targets for neuropsychiatric diseases. In addition to its therapeutic use in the clinic to treat depression, ketamine has been used to generate schizophrenia model in rats by its virtue of ECM modification^10^. Therefore, ketamine administration can result in adverse side effects including schizophrenia-like phenotypes and dissociation limiting its therapeutic use. As opposed to findings in the rodent models on remodelling of PNN mainly via alterations in the chondroitin, we have found that ketamine-induced aECM alterations resulting in vulval invagination defect is independent of chondroitin. The vulval epithelial phenotype upon ketamine-treatment may not include chondroitin however, it is possible that chondroitin localised in the neural ECM is modified which was not investigated in this study.

*Caenorhabditis elegans* shares similar set of signalling molecules as its mammalian counterparts and has been creatively used as a model organism to decipher molecular mechanisms of antipsychotic drugs^46^. One strategy to investigate novel targets of antipsychotic drugs in *C. elegans* was to exploit the developmental delay induced by these drugs which was in part due to decreased pharyngeal pumping rate^47^. Similar to these drugs, ketamine-treatment induced developmental delay and inhibition of pharyngeal pumping. Animals carrying mutations in known ketamine receptors in the worm, that is RyR and NMDA receptors, namely *unc-68* and *nmr-1* showed delayed development (data not shown) and Sqv phenotype implicating a mechanism of action for ketamine independent of its anesthetic action. There are very few studies conducted on ketamine’s action in *C. elegans* and high doses of ketamine is administered in these studies, up to 30 mM as opposed to 2.5 mM in our study^20^. To our knowledge, this is the first study to show ECM modulatory role for ketamine in the worm. The observations presented in our paper is in the long-lasting category as opposed to ketamine’s transient anesthetic action. Ketamine plays NMDA-independent roles in several cellular processes and mechanism underlying the long-lasting effects of ketamine is not well understood^48,49^. In a glioma cell line model where NMDA receptor was knocked down, ketamine was still able to exert antidepressant effects^50^. Given that *nmr-1*; *unc-68* double mutants display Sqv phenotype similar to single mutants, ketamine’s long-lasting effect is likely to be independent of its NMDA blockade. Through which receptors ketamine functions to modify ECM in the worm requires further investigation. Studies performed on rodent models and cell lines have shown that the predominant site of action for ketamine is neurons due to expression pattern of ketamine receptors. However, recent studies demonstrated extraneuronal sites for ketamine^51^. Our findings suggest that ketamine is likely to act nonautonomously to induce vulval and cuticular changes.

Chondroitin biosynthesis mutants *sqv-5* ad *sqv-7* display HSN migration defects along with their characteristic Sqv phenotype. Genes involved in correct HSN migration at adult stage include epidermal microRNA *mir-79* and *hst-2* which function in maintenance of heparan sulfate homeostasis^23,52^. However, these mutants do not display Sqv phenotype. Ketamine-treated animals show HSN migration defect at adulthood but not at the beginning of development (L1). Modifications of the extracellular matrix later in development may account for this difference. Ketamine may act nonautonomously to induce HSN migration defects. Amelioration of roller phenotype in ketamine-treated *rol-6* and *rol-9* mutants suggests that ketamine modulates multiple components of aECM. Collagen defect is the underlying cause for the movement of worms in a rolling fashion. Consistent with our phenotypic observations, RNA-seq experiments identified a group of ketamine-responsive cuticular collagens corresponding to 30% of the entire cuticular collagen genes in *C.elegans*. Upregulated gene list included all the *roller* mutants assessed for their movement defect except *rol-1*. Upregulation of majority of the cuticular collagens suggests a complex network for ketamine’s mechanism of action. We observed that the *roller* mutants which do not respond to ketamine are all left-handed rollers, namely *rol-4, rol-1, rol-8 and sqt-1*. The right-handed rollers *rol-6* and *rol-9* show enhancement in their movement suggesting ketamine modulates specific class of collagen complexes. The handedness of the roller phenotype stems from specific mutations which has an effect on the processing and trimerization of pro-collagens^53^. Cuticle development is a complex process. There is an extensive interaction network within the cuticular collagens which is not well understood. Mutations that induce left and right body-handedness has been described however the underlying mechanism remains obscure. Further research with the use of ketamine may shed light on possible mechanism for handed rolling behaviour. The collagen-related defects can be dose-dependent which might account for the *rol-4* mutants’ subtle movement improvement which did not reach significant levels^54^.

Enrichment analysis of differentially regulated ketamine-responsive genes identified collagens some of which have been reported to be regulated via Wnt and TGF-beta pathways^31–34^. Previous reports in mammalian systems have demonstrated a modulatory role for ketamine in Wnt and TGF-beta pathways^35,38^. Our enrichment analysis has shown that BLIMP-1/BLMP-1 might be a putative molecular target for ECM modulatory effects of ketamine by the virtue of overlapping collagens with altered expression. BLIMP-1/BLMP-1 functions both as a transcriptional repressor and a transcriptional activator and was reported to positively regulate *bed-3* which showed increased expression levels in the ketamine-treated animals suggesting ketamine may upregulate collagen and *bed-3* expression via BLIMP-1/BLMP-1-mediated gene regulation^39^. One study conducted on a cell line model inferred that ketamine might inhibit Blimp1 expression^55^. Our findings suggest that BLIMP-1/BLMP-1 might be a putative novel molecular target for ECM modulatory effects of ketamine. Given that ketamine-regulated factors hold the potential to be therapeutic targets for treatment of treatment-resistant depression, using *C. elegans* as a model to decipher ketamine-mediated alterations may provide insights into its’ roles in the mammalian systems.

A limitation of this study include the types of tissues examined for ketamine-induced modifications. Although we demonstrated a neuronal migration defect, further studies focused on neural ECM are required. Ketamine may not act on the chondroitin in the context of vulva, however which aECM molecules are altered by ketamine-treatment remains to be deciphered. Further evidence is required whether these findings in *C. elegans* can be extended to the mammalian systems. In conclusion, we propose *C. elegans* as a putative animal model to study ketamine-mediated ECM alterations.

## Materials and Methods

### Strains and maintenance

Nematode strains were cultured on Nematode Growth Media (NGM) seeded with OP50 bacteria and maintained according to standard techniques. Experiments were performed at 25 °C unless otherwise specified. The animals used for ketamine treatment are wild-type Bristol N2. Strains carrying following transgenes or alleles were used: For visualisation of HSN neuron at L1 stage *otIs33[kal-1::GFP]* IV; for assessment of HSN migration and branching defects at adult stage *zdIs13[tph-1::GFP]* IV; for detection of vulval abnormalities *syIs49[zmp-1::GFP* + *(pMH86) dpy-20(* +*)]* IV, *syIs51[cdh-3::CFP* + *unc-199(* +*)]* V; *syIs55 [ceh-2::YFP* + *unc-119(* +*)]* X, *ncIs13[ajm-1::GFP]* and *ccIs4251 [(pSAK2) myo-3p::GFP::LacZ::NLS* + *(pSAK4) myo-3p::mitochondrial GFP* + *dpy-20(* +*)]* I; to test whether sqv phenotype can be induced in mutants with defective NMDA and RyR receptors *nmr-1(ak4)* II and *unc-68(e540)* V; to evaluate roller phenotype amelioration *rol-1(e91)* II, *rol-4(sc8)* V, *rol-6(e187)* II, *rol-8(sc8)* II, *rol-9(sc148)* V and *sqt-1(sc13)* II.

### Ketamine treatment, pharyngeal pumping rate measurement and brood count

Synchronised L1 wild-type animals were grown on OP50-seeded NGM plates containing 2.5 mM ketamine and in M9 buffer as vehicle for control condition. Ketamine-treated and control animals were grown at 25 °C and all experiments were carried out at this temperature. Ketamine concentrations of 1 mM, 2.5 mM, 5 mM, 10 mM were used where higher concentrations induced high toxicity and severe developmental delay (data not shown). The 2.5 mM concentration was selected on the basis of strength of the phenotypes. Developmental delay in *C. elegans* is common when exposed to various drugs including anesthetics. 2.5 mM concentration allowed to carry out experiments without severe developmental delay and with observable phenotypes. Pharyngeal pumping rate was determined on young adult animals for three 20-s periods. One pump is defined as a single cycle of contraction and relaxation of the terminal bulb muscles. At least 10 animals were used for per three independent measurements.

Ketamine-treated and control animals were transferred to individual bacteria-seeded NGM plates with a single L4 stage animal per plate and grown at 25 °C. Animals were transferred to new plates every 24 h until they stopped egg-laying. The number of progeny on each plate was determined with three independent experiments using 10 hermaphrodites per condition.

### Immunofluorescence analysis

The immunofluorescence was performed as described previously with some modifications^56,57^. Ketamine-treated and control embryos were washed with M9 buffer and embryo pellets were fixated with 4% PFA overnight at 4 °C after four rounds of freeze-crack step in liquid nitrogen. Fixative was removed by washing in PBS containing 0.25% Triton-X (PBST). Samples were treated with 50 mU/ μl chondroitinase ABC (CSase ABC) enzyme prepared in 0.04 M Tris Acetate, pH 8. As per negative control, samples were incubated in 0.04 M Tris buffer without the CSase ABC. The incubation period for with and without CSase ABC treatment was 3 h at 37 °C. Enzyme was heat inactivated at 95 °C for 5 min. For blocking, samples were treated with 10% donkey serum for one hour at room temperature. Primary antibody incubation was performed using anti-chondroitin antibody (anti-proteoglycan ΔDi-0S antibody 1B5, 1:20; Seikagaku) at 4 °C overnight. For the secondary antibody, donkey anti-mouse Alexa 488 (Life Technologies) was used with a dilution of 1:250. VectaShield mounting medium with 49.6-diamidino-2-phenylindole (DAPI) was used to mount embryos on the microscope slides.

### Real-time RT-PCR

Transcript levels were measured as previously reported^58^. Control and ketamine-treated animals were synchronized as described above. Worms were collected at the stage of adult day 1 and washed in ice-cold M9 buffer twice. Supernatant was removed and TRIzol reagent was added to the worm pellet with a ratio of 1:2. Animals were frozen in liquid nitrogen with three cycles of freeze–thaw. RNA extraction was carried out using Direct-zol RNA kit (Zymo Research) as per manufacturer’s instructions. Briefly, worm pellet lysed in TRIzol was spun for 1 min at 12.000 g. Supernatant was mixed with absolute ethanol (1:2) and loaded onto spin columns. After washing steps, in-column DNase I treatment was performed. cDNA was synthesized from 4–10 μg total RNA using the Transcriptor High Fidelity cDNA Synthesis Kit (Roche). Real-time PCR was conducted using Roche LightCycler 480 II. *sqv-7* and *sqv-5* transcript levels were analyzed using ∆∆Ct method with *ubc-2* as a normalization control.

### RNA sequencing

Synchronised L1 wild-type animals were distributed over NGM plates containing 2.5 mM ketamine or in M9 buffer as vehicle and grown at 25 °C. RNA was isolated from whole worms at the stage of adult day 1 as described above. RNA Integrity Number (RIN) quality score was assessed using a Bioanalyzer 2100. mRNA libraries were constructed using using the Illumina Tru-Seq Stranded mRNA Library Construction Kit. 150-bp paired-end reads were generated on an Illumina HiSeq 2500 machine with 70–90 million reads per sample. FASTQ output files were aligned to the *C. elegans* reference genome (WBcel235) using Hisat2 v2.0.5. The mapped reads were assembled by StringTie (v1.3.3b) (Mihaela Pertea.et al. 2015). FPKM of each gene was calculated using featureCounts v1.5.0-p3. Differential expression analysis was performed using the DESeq2R package (1.20.0). Genes with at least a two-fold difference at an FDR < 0.05 were assigned as differentially expressed. Gene Ontology (GO) enrichment analysis of differentially expressed genes were implemented by the WormBase Enrichment Suite based on the WS262 WormBase release. Annotation and visualization of the gene set enrichment data was performed using WormCat 2.0.

### Microscopy

For image acquisition Leica DMI1 inverted microscope was used. Sqv phenotype was scored under the dissecting microscope (Leica M165 FC).

### Statistics

Statistical analysis was performed using GraphPad Prism Version 9.3.1. For all analysis α-level is 0.05.

## Supplementary Information

Supplementary Legends.

Supplementary Figure 1.

Supplementary Table 1.

Supplementary Information 1.

Supplementary Information 2.

Supplementary Information 3.

Supplementary Information 4.

## Data Availability

RNA-seq datasets have been deposited at NCBI Gene Expression Omnibus under the record GSE215256.

# Supplementary material for: Ketamine induces apical extracellular matrix modifications in Caenorhabditis elegans
**Source:** Sci Rep. 2022 Dec 21;12:22122. doi: 10.1038/s41598-022-24632-5
**Supplement:** Supplementary file 1 — Supplementary Legends.

**Supplementary Figure 1.** The cuticle structure of the *rol-9* mutants is ameliorated via ketamine exposure **(a)** *rol-9(sc148)* mutant expressing *myo-3::GFP* reporter is shown. Arrows show the position of the helical turns. **(b)** Expression pattern of ketamine-treated *rol-9(sc148)* mutant carrying *myo-3::GFP* transgene is depicted. Vulva is marked with an asterisk. Anterior is to the left. Scale bar shows 75 micron for all panels.

**Supplementary Table 1.** Differentailly regulated ketamine-responsive genes in wild-type animals are listed. **(a)** Upregulated genes are indicated. **(b)** Gene Ontology analysis performed on differentially upregulated gene list is shown. **(c)** Downregulated genes and **(d)** Gene Ontology analysis for downregulated genes are listed. Genes with at least a two-fold difference at an FDR  <  0.05 were assigned as differentially expressed.

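Supplementary Table 1 lists 727 genes with a fold change and a p-value for each. All 727 were found in the count table, and DESeq2 applied to the deposited counts gave a fold change within 1% of the paper's for 724 of them. In Supplementary Table 1a 95 genes have a listed fold under 2, the lowest being 1.51. The largest listed p-value is 0.0496. With the adjusted p-value of DESeq2, 109 genes of Supplementary Table 1a and 24 of Supplementary Table 1c were under 0.05, and 28 had no adjusted p-value. Of the genes of Supplementary Table 1a that were tested here, 448 of 456 had both ketamine libraries above both controls, and of Supplementary Table 1c 234 of 243 had both below, where chance gives 16.7% for each direction. The lists were chosen by the study on these libraries.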

**Supplementary Video 1. (a)** *rol-6* mutant treated with vehicle and **(b)** ketamine is shown

**Supplementary Video 2. (a)** *rol-9* mutant treated with vehicle and **(b)** ketamine is shown.

How the deposited data were processed for this re-analysis (not part of the article)

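RNA-seq of whole wild-type animals at adult day 1 was analysed, with 2 libraries from animals grown with 2.5 mM ketamine and 2 from controls (0 mM). The authors aligned reads to WBcel235 with Hisat2, assembled them with StringTie, counted with featureCounts and deposited raw counts per gene, without normalization, for 46643 genes. They also deposited FPKM values for the same genes, which equal the counts divided by gene length and by a library constant of 46.57, 35.47, 34.43 and 29.24 M for control 1, control 2, ketamine 1 and ketamine 2. The fold changes and p-values of the authors' Supplementary Table 1 were compared with those computed here. The assignment of columns to samples followed the sample titles, and the untreated columns, named for the wild type, were matched to the controls by their number. All per-sample columns were used.

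Of the 46643 rows, 46183 were matched to a WormBase identifier through the transcripts of the WBcel235 annotation, and symbols came from a table of gene names or from the paper's supplement. Gene coordinates are those of the authors' table. Mitochondrial genes were taken by their chromosome, as several are listed under another symbol or under none. rol-4, rol-9 and ram-4 were not matched to any row.

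Ketamine was compared with control by edgeR 4.0.16 (quasi-likelihood test, TMM normalization, genes with at least 10 counts in at least 2 libraries, 15793 genes), with Benjamini-Hochberg adjusted p under 0.05 and at least 2-fold change. R 4.3.3, DESeq2 1.42.0, limma 3.58.1 and Python 3.11.15 were used. Standard errors are the log2 fold change divided by the square root of the F statistic. No replicate block was included. Gene lists were tested with camera at a preset correlation of 0.01, with an estimated correlation, and with fry. camera compares the test statistics of a list with those of the other genes, and fry makes no such comparison. For the alternatives, camera was run on the statistic of each alternative's own test. The calls were tested with one-sided Fisher's exact tests against the other tested genes. These tests treat genes as independent draws, which genes that shift together between libraries are not. Fold changes against controls at or under 3 counts are given as lower bounds. Each of the 4 libraries was left out in turn for fold changes alone, since a group of 1 library allows no test. The main test, the lists and most alternatives were fixed before the data were examined. The closing section names the alternative, the results and the tests that were chosen later. The alternatives were DESeq2, other scaling factors, other count filters, the replicate block, unadjusted p-values, limma on log2(FPKM + 1) and log2(FPKM + 0.1), protein-coding genes alone, and leaving out the 20 most abundant genes.

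The genes named in the text are those the study names for this experiment and the 10 largest rises among genes called with a mean count of at least 50 and both ketamine libraries above both controls. No fall qualified, as 0 genes were called lower. cyp-14A2, col-124 and some genes of the closing section were named after their values were seen. Other genes are named as the ends of the range of a list. Lists fixed by name were cuticular collagens, cytochrome P450, UDP-glucuronosyltransferase, glutathione S-transferase, molting, hedgehog-like, mitochondrially encoded, nuclear complex I, vitellogenin, major sperm protein, oocyte and eggshell, and adult-stage collagen genes.

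The fits were tested on simulated counts with 200 changed genes built from the means and sizes of the real libraries. The changed genes had a mean count of at least 50 and changed at least 2-fold, and each gene was drawn independently. The shares recovered therefore do not carry over to genes with fewer counts or to families that shift together between libraries. At low spread, edgeR recovered 98% of the changed genes over 15595 genes, and at the spread of the real libraries 73% over 15495 genes. At the latter spread, 29 of the 175 genes edgeR called and 69 of the 229 that DESeq2 called were not among the changed genes. The 2 libraries per group and their counts limit the precision, and counting error alone is smaller than the differences between libraries. Gene Ontology categories were not analysed here, and neither was GC content.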

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

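The tests of scaling and of control 1 in this part were chosen after the results were seen. 8 of the 15 genes called higher by edgeR lie outside the cytochrome P450 family, and the paper does not discuss them. Of these, dhs-23, pgp-13, F25D1.5 and D1054.8 are named after their values were seen, as they lie beyond the 10 largest rises. C01G12.5 was at least 458-fold higher under ketamine, and sodh-2 at least 42.9-fold higher, each against a floor of 3 counts in the controls. The log2 fold changes of the others were 7.81 for R05D8.9, 5.67 for gba-2, 5.14 for dhs-23, 4.73 for pgp-13, 4.72 for F25D1.5 and 3.67 for D1054.8. F25D1.5 overlaps 1 gene on the opposite strand. In each of the 8 genes both ketamine libraries lay above both controls. Unequal scaling of the libraries is argued against, as the lowest log2 fold change among the 8 genes under the other scalings was 3.57. Control 1 alone is argued against too, as the lowest value without control 1 was 3.43. Whether any of these genes share reads with a paralog was not tested. A response to the treatment stays open as a hypothesis.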

How the results depend on the processing

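The alternatives were fixed before the data were examined, except DESeq2 at an unadjusted p-value under 0.05 and at least 1.5-fold, which was chosen after seeing the data. The counts of the study's listed genes at least 2-fold changed, and the medians of the molting, cytochrome P450 and mitochondrially encoded genes without each library, were results also chosen after seeing the data. For each setting the numbers are genes called higher and lower, then the lists and shares that moved. DESeq2 at adjusted p gave 109 and 24, with 5 collagens and 14 cytochrome P450 genes higher, 23% of the study's listed higher genes and 9.4% of its lower ones. Without a count filter there were 67 and 6, with 2 collagens, 12 cytochrome P450 genes, 14.2% and 2.4%. With unadjusted p in edgeR there were 323 and 258, with 29 collagens higher and 1 lower, 23 cytochrome P450 genes, 3 molting genes, 2 mitochondrially encoded genes lower, 57.9% and 74%. DESeq2 at unadjusted p gave 380 and 256, with 55 collagens higher and 1 lower, 23 cytochrome P450 genes, 5 molting genes, 8 mitochondrially encoded genes lower, 79.9% and 98.8%. At 1.5-fold it gave 475 and 471, with 56 collagens higher and 3 lower, 25 cytochrome P450 genes, 7 molting genes, 11 mitochondrially encoded genes lower, 100% and 98.8%. limma on log2(FPKM + 1) gave 24 higher and 5.1%, and without a filter 8 higher and 1.7%. In both of these limma fits the median collagen log2 fold change was 0.70, against 1.22 in the main fit. With limma on log2(FPKM + 0.1) it was 1.16, so the larger added constant accounts for most of that gap. The cause was not tested in the other cases, apart from the threshold where that is what changed.

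With the replicate block 34 genes were higher, 7.2% of the study's list, and no other count moved past 1.5-fold. The libraries that share a number had deviations that correlated at 0.086, so the numbers were not taken as pairs. All 15 genes called were among those called with DESeq2, without a count filter, with the block, and with other scaling factors. With a mean count of at least 50, 11 of the 15 were called. Without the 20 most abundant genes 14 were called, and with limma on log2(FPKM + 0.1) also 14. With limma on log2(FPKM + 1) without a filter 7 were called.

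The median collagen log2 fold change of 1.22 stayed the same, but fry gave p = 0.346 and camera with estimated correlation p = 0.353. Neither test of the list was past 0.05. With limma on log2(FPKM + 1) the median was 0.70, with and without the count filter. It ranged from 0.63 (without control 1) to 1.93 (without control 2) across the 4 fits that each left out a library, and was 0.66 without ketamine 1. Across the same fits, the listed lower genes at least 2-fold lower ranged from 100 (without control 1) to 225, the molting median from 0.12 to 0.68, the cytochrome P450 median from 0.26 to 0.63, and the mitochondrially encoded median from -1.65 to -0.30 (without control 1). hst-2 (-0.02) and sqv-5 (-0.04) changed sign with upper-quartile factors. These factors put the median log2 fold change of all genes at -0.10, against -0.01 in the main fit. Among the other values of single genes, 90 became called, 5 lost their call, and 50 moved by more than the replicate spread when a library was left out. With median-of-ratios or upper-quartile factors, or without the 20 most abundant genes, no gene family listed here changed the sign of its median. The 6 vitellogenin genes have no value without the 20 most abundant genes.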

Differences from the paper's values

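The paper reports 473 genes higher and 254 lower, against 15 and 0 here. Among the alternatives set before the data were examined, those without adjustment closed both gaps to within 1.5-fold: edgeR at an unadjusted p-value under 0.05 gave 323 and 258, and DESeq2 gave 380 and 256. The others did not, including DESeq2 at an adjusted p-value under 0.05, with 109 and 24. DESeq2 at unadjusted p and at least 1.5-fold gave 475 genes higher, which holds all 473 of the paper's list, and this setting was chosen after seeing the values. The same setting gave 471 genes lower, against the paper's 254. At unadjusted p and at least 2-fold, 251 of the 256 lower genes were in the paper's list. The paper's higher and lower lists thus came closest at different fold thresholds. The paper gives 55 cuticular collagens higher, about 30% of the family, against 0 and 0% here. DESeq2 at unadjusted p and at least 2-fold gave 55, or 31.4%, and none of the other alternatives set before the data were examined came within 1.5-fold. These 55 are not the same set as the paper's. They hold 52 of the 53 matched cuticular collagens of Table 1, and also rol-8 and col-17, which Table 1 lists apart. DESeq2 at an adjusted p-value under 0.05 called 5 collagens and edgeR without a count filter called 2, col-36 and col-90 being called by both.

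The paper gives 70 to 90 M reads per sample. The counts assigned to genes ranged from 29.19 to 43.42 M. The reads were paired, and if each count is a pair of reads the counts stand for 58.38 to 86.84 M reads, within 1.5-fold of the paper's depth. The paper's text does not name whether pairs or reads were counted, and none of the alternatives set before the data were examined bears on the depth.

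Folds were compared for the genes the study names for this experiment and for the 10 largest rises. Other genes named here, such as cyp-14A2 and ND6, were left out. The paper's supplement gives folds for 66 of the genes compared. For 6 of them the controls were at or under 3 counts, so only a lower bound stands beside the paper's fold. Of the other 60 genes, 0 differ from the values computed here by more than the replicate SD.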

Other observations

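The tests in this part on gene length, on differences between libraries of 1 condition, on control 1 and on the listed p-values were chosen after the results were seen. The p-values listed in Supplementary Table 1 were compared with those of DESeq2 on the deposited counts. For 724 of the 727 genes the listed p lay within 1% of the unadjusted p-value. This is consistent with a list made from p-values before adjustment. By adjusted p-value 133 of the 727 genes were under 0.05.

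The rise of the cuticular collagens was set against several explanations. Composition of the libraries is argued against, as the scaling that moved the median most gave 1.13 in place of 1.22. Lower counting of short transcripts in control 1 is argued against as well: 1426 other protein-coding genes of the same length (960 to 1111 bases, the middle of the collagen lengths) had a median difference of 0.04 between control 1 and control 2, against -1.49 for the collagens. Genes of 300 to 400 bases did differ, by -0.34. A difference in collagen level between libraries of 1 condition is a candidate explanation for part of the rise, as ketamine 1 lay above ketamine 2 by more than in 100% of 10000 random lists. Younger or mixed-stage animals in the ketamine libraries cannot be told apart from a response to ketamine. The paper reports mixed larval and adult stages on ketamine plates at a time when every control animal was an adult. For sequencing it took animals at adult day 1, and its text does not say how their stage was checked. By the test set before the data were examined, the rise of the oocyte genes would have counted against younger or mixed-stage animals. That explanation was left open after the values were seen. The 14 oocyte and eggshell genes rose by a median of 0.27, which goes against younger animals as the whole sample, but they are so abundant that a small share of molting animals would stay hidden. The 6 vitellogenin genes had a median of -0.29, with vit-1 lowest at -1.18 and vit-6 highest at 0.39, and 2 of them lower with adjustment over the list alone. Their median was -0.54 without control 1 and -0.04 without control 2. The 4 adult-stage collagens had a median of 0.45, or -0.02 without control 1, 1.31 without control 2, -0.04 without ketamine 1 and 0.76 without ketamine 2.

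The fall of the mitochondrially encoded genes was large only with control 1 in the fit. The median was -1.12 with all libraries and -0.30 without control 1. With 1 other control, a reason of control 1 other than the treatment cannot be told apart from an ordinary difference between cultures. Counts on rRNA genes were also highest in control 1, at 1.03% of counts against 0.32% in control 2.

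The 28 tested major sperm protein genes had a median of -0.67, and 23 of them had both ketamine libraries below both controls. Camera with the preset correlation gave p = 8.32e-12, the estimated correlation p = 0.109 and fry p = 0.055. The 64 UDP-glucuronosyltransferases had a median of -0.09, which was 0.07 without control 1, -0.15 without control 2 and -0.01 without ketamine 1. edgeR called 0 of them, 8 were higher with adjustment over the list alone and 11 at an unadjusted p-value under 0.05, and DESeq2 called 9 higher at an adjusted p-value under 0.05. The 39 glutathione S-transferases had a median of 0.12, which was 0.30 without control 2 and 0.30 without ketamine 1. edgeR called 0 of them, 3 were higher with adjustment over the list alone and 7 at an unadjusted p-value under 0.05, and DESeq2 called 5. The 31 hedgehog-like genes had a median of 0.71, which was 0.36 without control 1, 1.53 without control 2 and 0.44 without ketamine 1. edgeR called 0 of them, 0 were higher with adjustment over the list alone and 5 at an unadjusted p-value under 0.05, and DESeq2 called 1.

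The paper measured sqv-5 and sqv-7 by qPCR, and its text does not say whether the same RNA was sequenced. In these libraries the log2 fold changes were 0.06 for sqv-5 and -0.34 for sqv-7. For sqv-7 it was 0.23 without control 1 and -0.76 without control 2. The values were 0.21 for nmr-1, -0.64 for unc-68 (unadjusted p = 0.0177 from edgeR's quasi-likelihood test, adjusted p = 0.748) and 0.08 for hst-2. For hst-2 the value was -0.09 without ketamine 2. nmr-1 had at most 22 counts in a library and overlaps 1 gene on the opposite strand. Its value was 0.45 without control 1 and 0.01 without control 2.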
